# Exercise and high-fat feeding remodel transcript-metabolite interactive networks in mouse skeletal muscle

**DOI:** 10.1038/s41598-017-14081-w

**Published:** 2017-10-18

**Authors:** Joaquín Pérez-Schindler, Aditi Kanhere, Lindsay Edwards, J. William Allwood, Warwick B. Dunn, Simon Schenk, Andrew Philp

## Abstract

Enhanced coverage and sensitivity of next-generation ‘omic’ platforms has allowed the characterization of gene, metabolite and protein responses in highly metabolic tissues, such as, skeletal muscle. A limitation, however, is the capability to determine interaction between dynamic biological networks. To address this limitation, we applied Weighted Analyte Correlation Network Analysis (WACNA) to RNA-seq and metabolomic datasets to identify correlated subnetworks of transcripts and metabolites in response to a high-fat diet (HFD)-induced obesity and/or exercise. HFD altered skeletal muscle lipid profiles and up-regulated genes involved in lipid catabolism, while decreasing 241 exercise-responsive genes related to skeletal muscle plasticity. WACNA identified the interplay between transcript and metabolite subnetworks linked to lipid metabolism, inflammation and glycerophospholipid metabolism that were associated with IL6, AMPK and PPAR signal pathways. Collectively, this novel experimental approach provides an integrative resource to study transcriptional and metabolic networks in skeletal muscle in the context of health and disease.

## Introduction

The prevalence of metabolic diseases and associated pathologies is rapidly rising, representing the main cause of death worldwide and substantial economical burden^1–3^. The development of metabolic diseases is linked with disruption of multiple interconnected ‘omic’ layers (e.g. transcriptome, epigenome and metabolome) through different genetic factors and environmental cues^4,5^. Among the metabolically active tissues affected by metabolic diseases, skeletal muscle represents a central modulator of whole body metabolic health and a key therapeutic target via lifestyle interventions such as exercise and dietary modification^6^. Both obesity and type 2 diabetes (T2D) disrupt the skeletal muscle transcriptome and metabolome compare to healthy individuals, which is mainly characterised by alterations in glucose, lipid and amino acid metabolism^7–10^. For instance, several human studies have reported a consistent down-regulation of genes associated with oxidative metabolism in skeletal muscle from T2D patients^7^. Moreover, at the metabolic level, obese subjects have lower content of several amino acids in skeletal muscle, while short-chain acylcarnitine species are higher in blood^8^. Therefore, decoding the mechanisms regulating different skeletal muscle ‘omic’ layers in response to exercise and diet represent an attractive strategy to identify novel therapeutic targets for metabolic diseases.

Although informative, the separate analysis of ‘omic’ datasets does not allow comprehensive elucidation of the integrative physiology underlying metabolic diseases. This limitation has begun to be addressed via the development of trans-omic (i.e. combining multiple ‘omic’ layers) approaches^4,5^. For instance, Williams and colleagues recently analysed several ‘omic’ datasets from the BXD mouse genetic reference population, which through correlation analysis between datasets (e.g. transcriptomics, proteomics and phenome) discovered several factors regulating metabolic networks linked with metabolic diseases both at the whole body level and in liver^11^. Similarly, transcriptome and proteome datasets from differentiated human skeletal myocytes have been used to reconstruct genome-scale metabolic models (GEMs), which together with meta-analysis of human studies and reporter metabolite analysis revealed networks linked with mitochondrial pathways were dysregulated in T2D^7^. Lee *et al*. have further expanded this approach by integrating GEMs with transcriptional and protein-protein interaction networks^12^. This allowed the identification of metabolic networks and reporter metabolites dysregulated liver, adipose tissue and skeletal muscle from obese subjects, of which liver mannose metabolism appears to play an important function in the development of insulin resistance in humans^12^. Integration of ‘omic’ datasets has also been used to uncover several mutation linked to T2D that are specifically located within human skeletal muscle enhancers^10^. However, the potential cross talk between the skeletal muscle transcriptome and metabolome in response to diet and exercise remains poorly understood. Moreover, integrated network analysis mainly relies on prediction of regulatory metabolites, thus limiting the accurate integration of the skeletal muscle metabolome with other ‘omic’ datasets.

The principal aim of this study was to assess and integrate transcriptional and metabolic networks regulated by exercise and high fat diet (HFD)-induced obesity in mouse skeletal muscle. We specifically focused on the effects of acute maximal exercise, which in contrast to long-term exercise training, induces a specific gene expression pattern linked with the initial phase of the adaptive response to exercise^13,14^. To discover candidate genes and metabolites, we measured the skeletal muscle transcriptome, metabolome and adapted Weighted Gene Co-expression Network Analysis (WGCNA), a robust method for analysing gene transcription networks^15^. WGCNA has successfully been used to define gene co-expression in several tissues (e.g. liver and skeletal muscle) in metabolic diseases^16,17^, while here we further expanded this approach to integrate transcriptomic and metabolomic datasets in an approach that we refer to as Weighted Analyte Correlation Network Analysis (WACNA).

## Results

### HFD is linked with a gene expression pattern indicative of enhanced lipid catabolism

To assess the effects of HFD-induced obesity on skeletal muscle transcript and metabolite responses, we used mice fed either a control (CON) or HFD for 10 weeks that resulted in a significant increase in body weight and fat mass, whereas relative lean mass was reduced by 25% (Fig. 1A,B). In line with the detrimental effects of HFD, both glucose tolerance (Fig. 1C) and exercise performance (Fig. 1D,E) were impaired in HFD mice. However, despite time being different, the work during the maximal exercise test was the same between groups (Fig. 1F). Moreover, since mice ran to exhaustion, relative intensity and, thus, exercise stimulus was comparable between groups.

**Figure 1:**
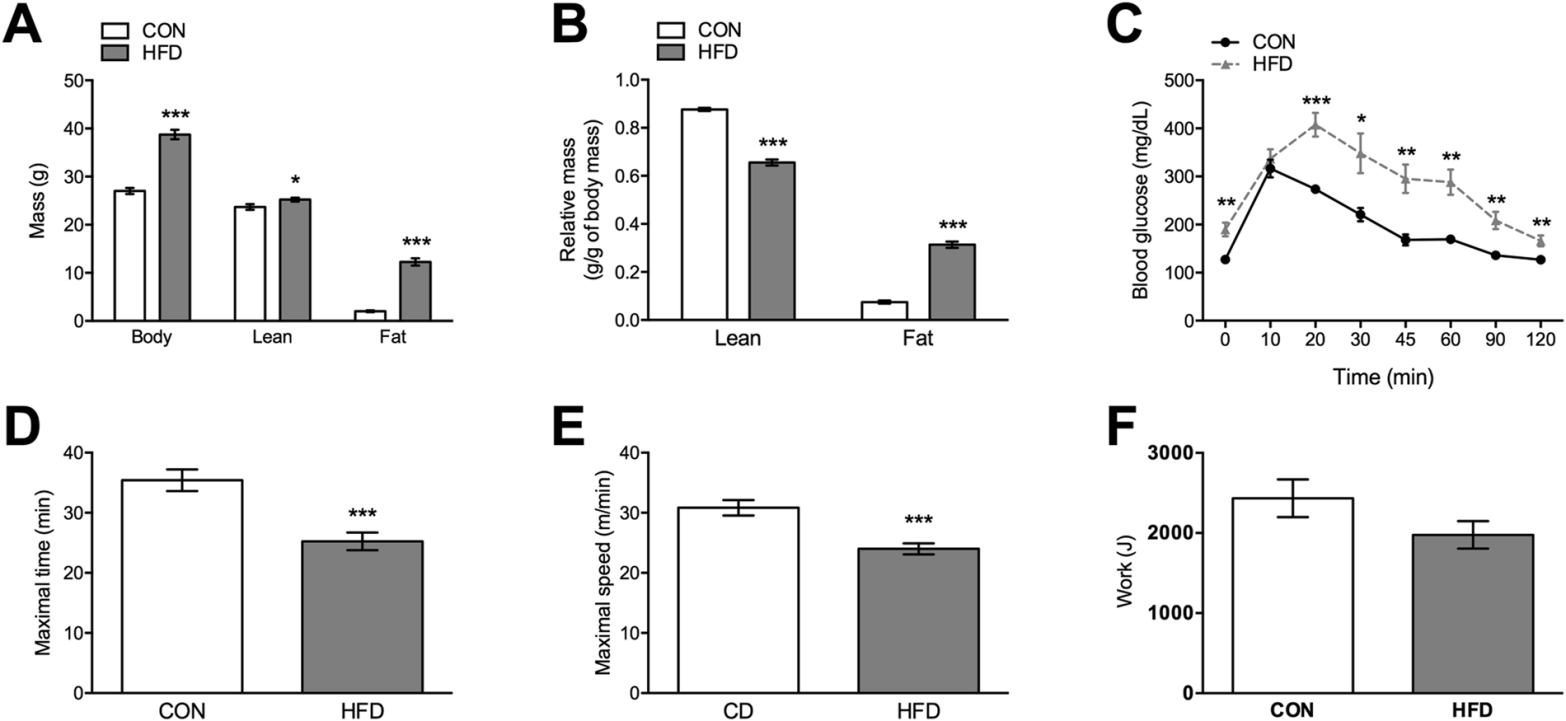
HFD impairs whole body metabolism and exercise performance. Changes in (**A** and **B**) body composition, (**C**) glucose tolerance, (**D** and **E**) exercise performance and (**F**) work were assessed in mice fed either control CON diet or HFD for a period of 10 weeks. Values are mean ± SEM, n = 8–12 mice per group. *p < 0.05, **p < 0.01, ***p < 0.001.

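Quadriceps RNA was sequenced from 16 male mice in 4 groups of 4. The mice had been fed CON (10% kcal from fat) or HFD (60% kcal from fat) for 10 weeks and were studied before exercise (CON-pre and HFD-pre) or 3 h after a single bout of maximal treadmill running (CON-post and HFD-post). The authors prepared stranded mRNA libraries, aligned the reads with TopHat and estimated the expression of each gene with Cufflinks. They deposited the estimates as FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), so each value is already scaled for the length of the gene and the size of the library. The FPKM of a library summed to between 305490 and 327559 in CON-pre (median 321921) and between 294867 and 303652 in HFD-pre (median 301660). Read counts are not used here, and the Methods give the number of reads only as an approximate figure per sample. The values of low genes (at most 0.5 FPKM), compared between libraries, gave a depth relative to CON-pre replicate 1 of 0.706 to 1.10 in CON-pre (median 0.997) and of 0.762 to 1.12 in HFD-pre (median 0.819). The 10 most abundant genes took between 29.2 and 36.5% of the FPKM of a library, and the correlation of log2 values between any pair of libraries was between 0.966 and 0.984.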

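Genes with a mean of at least 0.5 FPKM over the 16 libraries (11256 gene symbols) were tested with limma on log2(FPKM + 0.5), in a single fit of all 4 groups, with Benjamini-Hochberg adjustment. Log2 fold changes on this scale understate the change of low genes. HFD-pre was set against CON-pre, and 39 genes had an adjusted p under 0.05, of which 27 were up-regulated and 12 down-regulated. An unadjusted p under 0.05 was reached by 929 genes, of which 281 were higher and 648 lower, so the balance of rises and falls depended on the threshold. It also depended on the libraries fitted, with 15 rises and 17 falls when only the CON-pre and HFD-pre libraries were used. All 39 DEG had FPKM that did not overlap between the 4 HFD-pre and the 4 CON-pre libraries, and 633 of all genes tested did not overlap, where chance gives 2.86%. The number of DEG was 21 without CON-pre replicate 1 or without CON-pre replicate 2, 23 without HFD-pre replicate 1, 3 or 4, 63 with array weights and 62 at an adjusted p under 0.1.
The 3 largest rises and the 3 largest falls among these DEG were as follows, with positions in GRCm38. The Methods name mm9, but the loci printed in Supplementary Table S1 overlap the gene of the same symbol in GRCm38 for 692 of 692 genes and in mm9 for 114. Leptin (Lep; chromosome 6, 29060221 to 29073876) was 4.52 ± 1.86 FPKM (SD, n = 4) in HFD-pre and 0.514 ± 0.442 FPKM (SD, n = 4) in CON-pre, a log2 fold change of 2.34 (standard error 0.41, limma adjusted p = 0.0138). Without CON-pre replicate 1 or 3 or HFD-pre replicate 1 or 4, the adjusted p of Lep was between 0.0604 and 0.0782, and over all alternatives it ranged from 0.00359 to 0.0782. BC048679 (chromosome 7, 81494274 to 81498330) rose from 5.55 ± 2.00 to 21.6 ± 6.28 FPKM, a log2 fold change of 1.89 (standard error 0.24, adjusted p = 0.00231). Rab15 (chromosome 12, 76797960 to 76822759) rose from 0.429 ± 0.304 to 2.28 ± 0.652 FPKM, a log2 fold change of 1.61 (standard error 0.23, adjusted p = 0.00440). Complement factor D (Cfd; chromosome 10, 79890853 to 79892655) fell from 105 ± 24.5 to 27.4 ± 9.88 FPKM, a log2 fold change of -1.97 (standard error 0.27, adjusted p = 0.00440). Both Lep and Cfd are adipocyte markers, and the median log2 fold change of 14 other adipocyte markers was 0.10. Cyp2e1 (chromosome 7, 140763819 to 140774990) fell from 27.1 ± 3.29 to 6.93 ± 1.09 FPKM, a log2 fold change of -1.90 (standard error 0.29, adjusted p = 0.00688). Fatty acid synthase (Fasn; chromosome 11, 120805958 to 120825166) fell from 8.98 ± 0.882 to 2.41 ± 0.451 FPKM, a log2 fold change of -1.71 (standard error 0.24, adjusted p = 0.00440).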

At the transcriptional level, HFD induced the up- and down-regulation of 119 and 93 genes in mouse skeletal muscle, respectively (Supplementary Table S1). 

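Because the GO annotation is not used here, hand-written gene lists were tested with limma's camera (preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over 57 list tests. All these lists were written after Supplementary Table S1 had been read, which lists genes the study picked from these libraries. It holds 16 of the 26 oxidation genes and 7 of the 14 synthesis genes tested, so the lists are not fully independent evidence. Of 26 fatty acid oxidation genes, 24 were higher in HFD-pre than in CON-pre, with a median log2 fold change of 0.38 (camera adjusted p = 1.05e-38). Within this list 12 genes were DEG over all genes tested and 20 when adjusted over the list alone. Acadl (log2 fold change 0.77, limma adjusted p = 0.00109) and Ech1 (0.87, adjusted p = 0.00109) had the lowest adjusted p. The median of the oxidation list moved most without CON-pre replicate 2, to 0.34. Of 14 fatty acid synthesis genes, 9 were lower in HFD-pre, with a median of -0.43 (camera adjusted p = 1.13e-06), 2 were DEG and 9 had an adjusted p under 0.05 when adjusted over the list alone. The rotation test fry keeps the correlation between genes and asks whether the genes of a list change at all. By contrast, camera sets a list against the other genes, so the p of these tests can differ for either reason. Under fry both lists kept an adjusted p under 0.05 (0.00210 for oxidation and 0.00417 for synthesis).
Of 25 genes of the response to hypoxia, 13 were higher in HFD-pre. Their median log2 fold change was 0.03 (camera adjusted p = 0.0100, fry adjusted p = 0.403), with 1 DEG (Cat, adjusted p = 0.0458) and 3 genes when adjusted over the list alone. Of 14 slow-fibre and cardiac contraction genes, 10 were lower in HFD-pre, with a median of -0.48 (camera adjusted p = 0.894). None was a DEG over all genes tested or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Without CON-pre replicate 1 their median was -0.77 (camera adjusted p = 0.0351). Of 14 fast-fibre genes, 13 were lower, with a median of -0.18 (camera adjusted p = 0.00120, fry adjusted p = 0.135). None was a DEG over all genes or when adjusted over the list alone, 5 had an unadjusted p under 0.05, and with quantile normalization the median was -0.016 (camera adjusted p = 0.839).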

Gene Ontology (GO) analysis of differentially expressed genes (DEG) in HFD mice in the pre-exercise state (HFD-pre) revealed a strong enrichment of biological processes such as *lipid metabolism*, *response to hypoxia* and *muscle contractility* (Fig. 2A). Moreover, besides fatty acid metabolism, we found peroxisome proliferator activated receptor (PPAR) and AMP-activate protein kinase (AMPK) signalling pathways to be significantly enriched in HFD-pre (Fig. 2B). Both GO and pathway analysis showed an increased expression of several PPAR target genes encoding proteins involved in lipid uptake and catabolism, whereas lipid biosynthesis decreased (Fig. 2C and Supplementary Fig. S1A). 

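The KEGG annotation is not used here either. Of 33 PPAR target genes written by hand, 31 were higher in HFD-pre, with a median log2 fold change of 0.53 (camera adjusted p = 3.29e-43, fry adjusted p = 8.03e-04). Over all genes tested 13 were DEG, and 25 had an adjusted p under 0.05 when adjusted over the list alone. Perilipin 5 (Plin5) rose most, by a log2 fold change of 1.52 (standard error 0.23, limma adjusted p = 0.00588), and Vldlr was lower (-0.36, adjusted p = 0.249). The oxidation and PPAR lists share genes, so they are not independent of each other. Supplementary Table S1 holds 27 of the 33 PPAR genes, so this list is not fully independent of the study's choice on these libraries. Of 53 AMPK pathway genes, 33 were lower in HFD-pre, with a median of -0.03 (camera adjusted p = 0.377, fry adjusted p = 0.436). With quantile normalization the direction of this median changed, to 0.011. Over all genes tested 5 genes of the AMPK list were DEG, namely Lep, Cd36 and Mlycd, which rose, and Fasn and Acaca, which fell, and 8 had an adjusted p under 0.05 when adjusted over the list alone.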

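The 17 genes of the catabolic cluster in Fig. 2C were all higher in HFD-pre than in CON-pre, with a median log2 fold change of 0.51. Of these, 10 were DEG over all genes tested. All 17 had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries. The number of DEG among them ranged from 4 (without CON-pre replicate 1 or HFD-pre replicate 4) to 13 (upper-quartile scaling) over the alternatives. Of the biosynthetic genes in Fig. 2C, 5 were tested and all 5 were lower, with a median of -0.67; the DEG were Fasn, Aacs and Acaca. The fatty acid translocase Cd36 rose by a log2 fold change of 0.64 (standard error 0.12, limma adjusted p = 0.0229), and acetyl-CoA carboxylase alpha (Acaca) fell by 0.67 (standard error 0.11, adjusted p = 0.00838). The score of the oxidation list (mean of centred log2 values per library) was 0.10 ± 0.11 (SD, n = 4) in HFD-pre and -0.28 ± 0.12 (SD, n = 4) in CON-pre, and each HFD-pre library lay above each CON-pre library (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow; adjusted p = 0.120 over 88 score tests). The PPAR score differed by 0.52 and the synthesis score by -0.47, with the same exact p. Every score test with this smallest exact p has the same adjusted p (0.120), whatever the size of the separation. That adjusted p therefore does not count against a complete separation of the libraries. From the rise of PPAR target genes for lipid uptake and catabolism and the fall of biosynthesis genes, the paper proposes that HFD is linked with enhanced lipid catabolism.

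**Figure D1:**
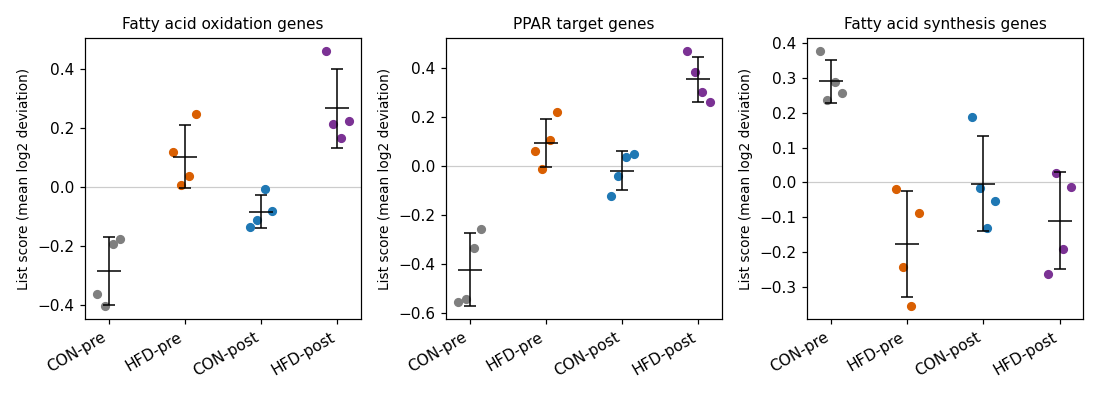
Scores of the fatty acid oxidation, PPAR target and fatty acid synthesis lists in each library (y axis, mean of centred log2(FPKM + 0.5) over the list) for the 4 groups of 4 mice; points are libraries, horizontal lines are group means and bars are SD. The difference between HFD-pre and CON-pre is 0.39 for oxidation, 0.52 for PPAR targets and -0.47 for synthesis.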

Within the AMPK pathway, we observed a down- and up-regulation of 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (Pfkfb3, −1.8 fold) and TBC1 domain family member 1 (Tbc1d1, 1.4 fold), respectively (Supplementary Fig. S1B), thus consistent with the detrimental effects of HFD on glucose metabolism.

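Pfkfb3 (chromosome 2, 11471430 to 11554071 in GRCm38) was 50.6 ± 2.87 FPKM (SD, n = 4) in HFD-pre and 93.5 ± 39.4 FPKM (SD, n = 4) in CON-pre. Its log2 fold change was -0.78 (standard error 0.31, limma adjusted p = 0.488), and the exact permutation test gave p = 0.0571. Tbc1d1 (chromosome 5, 64156305 to 64351486) was 9.92 ± 2.07 FPKM in HFD-pre and 7.36 ± 1.66 FPKM in CON-pre, a log2 fold change of 0.41 (standard error 0.18, adjusted p = 0.566; exact permutation p = 0.114). Neither gene separated the 4 HFD-pre from the 4 CON-pre libraries completely. Over the alternatives the log2 fold change of Pfkfb3 was between -1.01 and -0.56 (adjusted p 0.194 to 0.836) and that of Tbc1d1 between 0.31 and 0.54 (adjusted p 0.374 to 0.809).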

**Figure 2:**
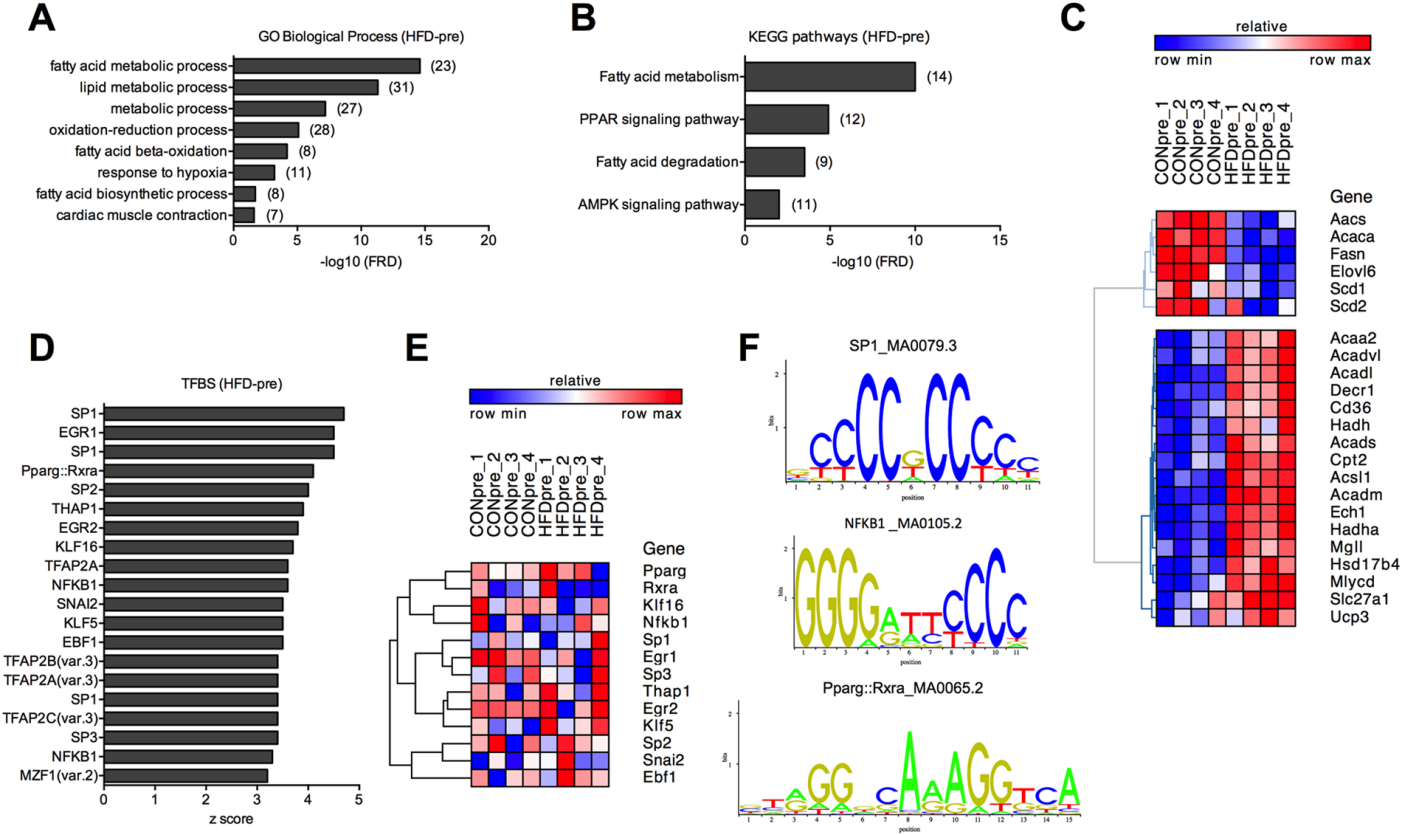
Effects of HFD on the skeletal muscle transcriptome. (**A**) GO biological processes and (**B**) KEGG pathways enriched in HFD-pre DEG (number of genes is shown in brackets). (**C**) Heat map showing cluster analysis of DEG contained in the GO term *fatty acid metabolic process* enriched in HFD-pre. (**D**) Top 20 TFBS enriched in HFD-pre DEG. (**E**) Transcript levels of TFs associated with the top 20 TFBS. (**F**) Representative TFBS logos. n = 4 muscles per group.

We next performed transcription factor (TF) binding site (TFBS) analysis to predict the subset of potential TFs driving the effects of HFD-induced obesity on the skeletal muscle transcriptome. We identified 46 TFBS substantially (p < 0.01) enriched in HFD-pre skeletal muscle DEG (Supplementary Table S2). Among the top 20 most significant TFBS (Fig. 2D), none of the related TFs were differentially expressed (Fig. 2E), while some TFs were not detected in skeletal muscle. 

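Of the 17 TFs in Fig. 2E, 11 had a mean of at least 0.5 FPKM over the 16 libraries and were tested. None of the 11 was a DEG between HFD-pre and CON-pre over all genes tested or when adjusted over the list alone, in the main setting or in any of 28 alternatives, and 1 (Klf5) had an unadjusted p under 0.05. The study chose these TFs on these libraries. Their median log2 fold change was 0.03, with 7 of 11 higher in HFD-pre. Pparg had a log2 fold change of 0.03 (standard error 0.17, limma adjusted p = 0.992), Rxra of -0.02 (standard error 0.09, adjusted p = 0.986) and Nfkb1 of 0.03 (standard error 0.10, adjusted p = 0.975). The other 6, namely Klf16, Egr2, Tfap2a, Tfap2b, Tfap2c and Mzf1, had a mean under 0.5 FPKM and were not tested.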

Although the majority of the top 20 TFBS exhibited a motif rich in G and/or C, we found a distinct PPARγ-retinoid X receptor α (RXRα) and nuclear factor κ B (NFκB) TFBS (Fig. 1F), both TFs previously reported to contribute to skeletal muscle biology and energy metabolism^18,19^.

### HFD alters skeletal muscle transcriptome remodelling induced by acute maximal exercise

The effect of acute maximal exercise on the skeletal muscle transcriptome was assessed following a single bout of treadmill running. 

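The 4 CON-post and 4 HFD-post libraries come from quadriceps collected 3 h after the bout, and the pre-exercise libraries come from other mice, so the comparison is between groups of mice and not within a mouse. The FPKM of a library summed to between 298638 and 329282 in CON-post (median 310052) and between 283575 and 314764 in HFD-post (median 304506). The depth from low genes, relative to CON-pre replicate 1, was 0.835 to 1.06 in CON-post (median 0.987) and 0.789 to 1.04 in HFD-post (median 0.894). Between 9015 and 9312 symbols were listed at 0 in CON-post and between 8908 and 9378 in HFD-post. The first 4 principal components of the log2 values took 16.1, 13.3, 10.4 and 9.26% of the variance. Besides CON-post against CON-pre and HFD-post against HFD-pre, the same limma fit tested HFD-post against CON-post and the interaction, which asks whether the response to exercise itself differs between diets.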

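Set against the pre-exercise libraries of the same diet, 125 genes were DEG in CON-post (smallest adjusted p = 3.24e-05) and 61 in HFD-post (smallest adjusted p = 6.13e-07). Of these, 109 were up-regulated in CON-post and 55 in HFD-post. An unadjusted p under 0.05 was reached by 1253 and 1320 genes, respectively. The FPKM of 121 of the 125 and 60 of the 61 DEG did not overlap between the groups, and among all genes tested 655 and 767 did not overlap, against the share of 2.86% that chance gives. The up-regulated share was 87.2% in CON-post and 90.2% in HFD-post. It depended on the threshold (690 rises and 563 falls in CON-post, 957 and 363 in HFD-post at an unadjusted p) and on the scaling, and was 72.9 and 66.7% under upper-quartile scaling, 73.4 and 66.7% under quantile normalization, and 79.3 and 77.2% with median-of-ratios scaling. The number of HFD-post DEG depended on single libraries: it was 26 without HFD-pre replicate 1, 21 without HFD-pre replicate 2 or HFD-post replicate 2, 24 without HFD-post replicate 3, and 36 without HFD-pre replicate 3 or HFD-post replicate 4. The number of CON-post DEG was between 88 and 187 when each library was left out in turn, and it was 72 when only the CON-pre and CON-post libraries were fitted.
Nr4a3 (chromosome 4, 48045078 to 48086447 in GRCm38) was among the 3 largest rises in both diets. It rose from 1.20 ± 0.423 to 13.7 ± 5.01 FPKM (SD, n = 4 per group) in CON-post, a log2 fold change of 3.03 (standard error 0.26), and from 0.433 ± 0.224 to 14.0 ± 3.23 FPKM in HFD-post, a log2 fold change of 3.96 (standard error 0.26). Atf3 (chromosome 1, 191170296 to 191183333) rose from 4.17 ± 1.48 to 39.5 ± 14.9 FPKM in CON-post (log2 fold change 3.08, standard error 0.35, limma adjusted p = 1.06e-04) and from 5.69 ± 2.62 to 29.3 ± 12.8 FPKM in HFD-post (2.24, standard error 0.35, adjusted p = 0.00556). The remaining largest rises were Otud1 (chromosome 2, 19657731 to 19661279) in CON-post, from 3.90 ± 1.32 to 33.2 ± 12.3 FPKM (log2 fold change 2.91, standard error 0.31, adjusted p = 6.77e-05), and Ppargc1a (chromosome 5, 51454249 to 52115853) in HFD-post, from 4.69 ± 0.344 to 22.3 ± 5.40 FPKM (log2 fold change 2.10, standard error 0.19, adjusted p = 2.87e-05). Within HFD-pre, replicate 4 had the lowest Ppargc1a (4.18 FPKM, against 4.84 to 4.90 in the other libraries). All of these rises were DEG in each of 28 alternatives.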

Three hours post-exercise (post), 292 and 208 genes were up-regulated in quadriceps of CON-post and HFD-post mice, respectively (Supplementary Table S1). Moreover, 109 and 115 genes were reduced in CON-post and HFD-post mice, respectively (Supplementary Table S1). 

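In the limma fit, 16 genes were down-regulated in CON-post and 6 in HFD-post. The largest falls in CON-post were Hoxa4 (chromosome 6, 52189682 to 52191703 in GRCm38), Ddit4l (chromosome 3, 137623672 to 137628332) and 6430571L13Rik (chromosome 9, 107340640 to 107349683). Ddit4l fell from 68.7 ± 11.2 to 36.9 ± 1.19 FPKM (SD, n = 4 per group), a log2 fold change of -0.87 (standard error 0.16, adjusted p = 0.00779), and stayed a DEG in each of 28 alternatives. Hoxa4 fell from 1.69 ± 0.325 to 0.695 ± 0.245 FPKM (log2 fold change -0.89, adjusted p = 0.0265, between 0.00961 and 0.0934 over the alternatives), and its adjusted p was over 0.05 without CON-pre replicate 1, 2 or 3 or CON-post replicate 2 or 3. 6430571L13Rik fell from 14.0 ± 2.30 to 7.88 ± 1.94 FPKM (log2 fold change -0.81, adjusted p = 0.0135, between 0.00491 and 0.116), with an adjusted p over 0.05 without CON-pre replicate 1 or 3 or CON-post replicate 3.
In HFD-post the largest falls were Hoxd8 (chromosome 2, 74704615 to 74707933), from 4.96 ± 0.933 to 2.91 ± 0.644 FPKM, Igfbp5 (chromosome 1, 72858065 to 72874865), from 127 ± 19.9 to 78.5 ± 5.85 FPKM, and Nrep (chromosome 18, 33437019 to 33464365), from 44.5 ± 4.51 to 27.7 ± 3.37 FPKM. Each had a log2 fold change of -0.68 (standard error 0.14), with adjusted p of 0.0399, 0.0356 and 0.0347. These calls were close to the threshold: over 28 alternatives, Hoxd8 was not a DEG in 16 (adjusted p up to 0.149, without HFD-pre replicate 3), Igfbp5 in 12 (up to 0.139, without HFD-pre replicate 1) and Nrep in 11 (up to 0.131, without HFD-pre replicate 2).
Supplementary Table S1 lists 401 CON-post and 323 HFD-post genes. Of the 398 and 320 tested here, all 398 and all 320 changed in the listed direction, and 347 and 264 had an unadjusted p under 0.05. It held 119 of the 125 CON-post DEG (95.2%) and 56 of the 61 HFD-post DEG (91.8%). For HFD-pre the copy read here lists 118 up- and 93 down-regulated genes against the paper's 119 and 93, so no overlap was computed for it.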

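Of the 125 CON-post DEG, 83 (66.4%) did not reach an adjusted p under 0.05 in HFD-post, 42 were DEG in both diets, and 19 were DEG in HFD-post only. Without HFD-pre replicate 2 the share not called in HFD-post was 87.0%, and without CON-pre replicate 1 it was 60.2%. A gene called in CON-post and not in HFD-post is not thereby shown to respond differently. In the interaction test, no gene had an adjusted p under 0.05 (smallest adjusted p = 0.926), 356 had an unadjusted p under 0.05, and none of the 125 CON-post DEG had an interaction call. Without CON-post replicate 4 or HFD-post replicate 4, the interaction gave 1 gene. Of the 83 genes, 81 changed in the same direction in HFD-post, 57 of the 83 had an unadjusted p under 0.05 there, and their median absolute log2 change was 0.723 in CON-post and 0.338 in HFD-post. These genes were chosen by their change in CON-post, which favours a larger value there.
Of the 83 genes, 7 (8.43%) were also DEG between HFD-pre and CON-pre. The share was 2.22% without HFD-pre replicate 3, 3.08% without CON-pre replicate 2, 4.12% without HFD-pre replicate 4, 3.70% without CON-post replicate 4 and 13.4% without CON-post replicate 1. Both comparisons use the CON-pre libraries. Over 100 draws, simulated groups in which only the diet had no effect before exercise gave a mean share of 0.0362% (highest 1.30%, 0 of 100 draws as large), but at this threshold such groups hold almost no DEG of diet by construction. At an unadjusted p under 0.05, 166 of 797 genes (20.8%) were shared. There, 4 simulated groups without any effect gave a mean of 20.3% (36 of 100 draws as large), and the groups in which only the diet had no effect gave a mean of 11.0% (0 of 100). Genes were drawn independently in these simulations, so the draws likely vary too little.

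**Figure D2:**
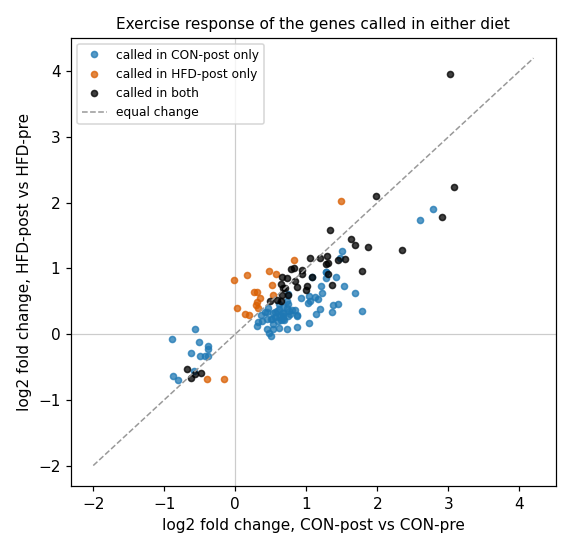
Log2 fold change with exercise in CON mice (x axis, CON-post against CON-pre) and in HFD mice (y axis, HFD-post against HFD-pre), from 4 mice per group; each point is a gene that is a DEG in CON only (blue, 83 genes), HFD only (orange, 19 genes) or both diets (black, 42 genes). Points on the dashed line have equal log2 fold changes in both diets.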

Approximately 60% of the up- and down-regulated genes detected in CON-post were not differentially expressed in HFD-post (Supplementary Fig. S2A), of which nearly 9% were already differentially expressed under basal conditions and, thus, reflect the robust effect of HFD on exercise-mediated skeletal muscle remodelling at the transcriptional level. While CON-post DEG were enriched for GO terms related with *muscle differentiation* and gene transcription (Fig. 3A), *cellular response to insulin stimulus* was the main biological proses enriched in HFD-post skeletal muscle (Fig. 3B). CON-post DEG had an enrichment of pathways that regulate the adaptive response to exercise in skeletal muscle, including AMPK and PPAR pathways (Fig. 3C and Supplementary Fig. S3A). Conversely, pathway analysis of HFD-post DEG shows remodelling of extracellular matrix genes and phosphatidylinositol 3-kinase (PI3K)-Akt signal activation (Fig. 3D and Supplementary Fig. S3B). 

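The hand-written PPAR target list was higher in CON-post than in CON-pre for 31 of 33 genes, with a median log2 fold change of 0.30 (camera adjusted p = 1.35e-16, fry adjusted p = 0.00417). Of these genes 6 were DEG over all genes tested and 16 when adjusted over the list alone. Pdk4 rose by a log2 fold change of 1.38 (standard error 0.21, limma adjusted p = 0.00210) and Acot2 by 1.45 (standard error 0.15, adjusted p = 6.77e-05). Acot2 has the near-identical paralog Acot1, between which Cufflinks could have split reads, so its value is uncertain. The score of the PPAR list rose by 0.40 in CON-post and by 0.26 in HFD-post (exact permutation p = 0.0286 in both, adjusted p = 0.120). Its interaction was -0.14 (exact permutation p = 0.591). That permutation exchanged diet labels within each exercise state, and the PPAR score also differed between diets before (0.52) and after exercise (0.37). Such a diet effect widens the spread of the permutations, so the test does not decide whether the response differs between diets. The AMPK pathway list had a median of 0.04 in CON-post, with 30 of 53 genes higher (camera adjusted p = 0.181, fry adjusted p = 0.569). Of this list 4 genes were DEG and 14 had an adjusted p under 0.05 when adjusted over the list alone.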

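Of 38 extracellular matrix genes written by hand, 22 were lower in HFD-post than in HFD-pre, with a median log2 fold change of -0.06 (camera adjusted p = 0.131, fry adjusted p = 0.973). The list held 1 DEG over all genes tested, Lama5 (log2 fold change 0.45, standard error 0.09, limma adjusted p = 0.0224), and 3 genes when adjusted over the list alone. Col3a1 had a log2 fold change of -0.63 (standard error 0.47, adjusted p = 0.637). Without HFD-post replicate 2 the median was -0.14 (camera adjusted p = 0.0151), and without HFD-pre replicate 3 the camera adjusted p was 0.0416. The median changed direction without HFD-pre replicate 4, to 0.06, and without HFD-post replicate 3, to 0.0035. With only the HFD-pre and HFD-post libraries fitted, the camera adjusted p was 0.0253.
In CON-post the same list had a median of -0.03, with 21 of 38 genes lower and no DEG over all genes or when adjusted over the list alone (6 at an unadjusted p under 0.05; camera adjusted p = 0.665). The median in CON-post changed direction without CON-pre replicate 1 (0.04) or 3 (0.076) and without CON-post replicate 1 (0.14, camera adjusted p = 0.0254) or 4 (0.099). For the AMPK pathway list, which contains genes of PI3K-Akt signalling, 39 of 53 genes were higher in HFD-post, with a median of 0.14 (camera adjusted p = 0.0216, fry adjusted p = 0.0441), 3 DEG and 6 genes when adjusted over the list alone. The camera adjusted p of the AMPK list in HFD-post was 0.0878 without HFD-pre replicate 4 and 0.0811 with the adipocyte marker score as a covariate.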

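The 12 genes of the heat map in Fig. 3E were tested in both diets (Ankrd2, Ankrd1, Cited2, Fos, Atf3, Egr1, Btg2, Maff, Klf5, Myc, Myf6 and Foxn2). All 12 were higher in CON-post, with a median log2 fold change of 1.29, and 7 were DEG. All 12 were also higher in HFD-post, with a median of 0.43, and 3 were DEG (Atf3, Btg2 and Maff). Adjusted over the list alone, 12 had an adjusted p under 0.05 in CON-post and 6 in HFD-post, which is not independent evidence since the study chose the genes on these libraries. Fos rose by a log2 fold change of 1.79 in CON-post (standard error 0.33, limma adjusted p = 0.00902) and by 0.36 in HFD-post (standard error 0.33, adjusted p = 0.722). The interaction was negative for all 12 genes, with a median of -0.40. No gene had an interaction over all genes tested, 3 had an unadjusted p under 0.05, and the same 3 had an adjusted p under 0.05 when adjusted over the list alone, namely Cited2, Klf5 and Fos. Over the alternatives, DEG ranged from 6 to 9 in CON-post and from 2 to 4 in HFD-post. The interactions over the list alone ranged from 0 to 4 (without CON-post replicate 2). Among the fits with 0 were those without HFD-pre replicate 1, HFD-pre replicate 4 or CON-post replicate 1.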

Cluster analysis of the genes comprised in the GO term *skeletal muscle cell differentiation* demonstrated a generalised up-regulation in the post-exercise state, with few genes showing a milder response in HFD-post (Fig. 3E). 

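Of 33 insulin response genes written by hand, 25 were higher and 8 lower in HFD-post than in HFD-pre. The median log2 fold change was 0.19 (camera adjusted p = 1.06e-04, fry adjusted p = 0.00210). Over all genes tested 3 were DEG, all up-regulated, among them hexokinase 2 (Hk2, log2 fold change 1.15, standard error 0.11, limma adjusted p = 8.37e-05) and Eif4ebp1 (0.92, standard error 0.16, adjusted p = 0.0133). Adjusted over the list alone, 10 genes had an adjusted p under 0.05. The largest fall was Irs1 (-0.51, standard error 0.19, adjusted p = 0.308). HFD-post replicate 1 had the lowest score of the list in its group (0.03, against 0.13 to 0.14 in the other libraries), and without it the median was 0.25. The score of the list rose by 0.24 in HFD-post and by 0.22 in CON-post (exact permutation p = 0.0286 in both, adjusted p = 0.120), and its interaction was 0.02 (exact p = 0.717), so no difference between the diets was found.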

HFD-post was associated with several DEG comprised in the GO term *cellular response to insulin stimulus*, whereas cluster analysis identified both up- and down-regulated genes (Supplementary Fig. S2B).

**Figure 3:**
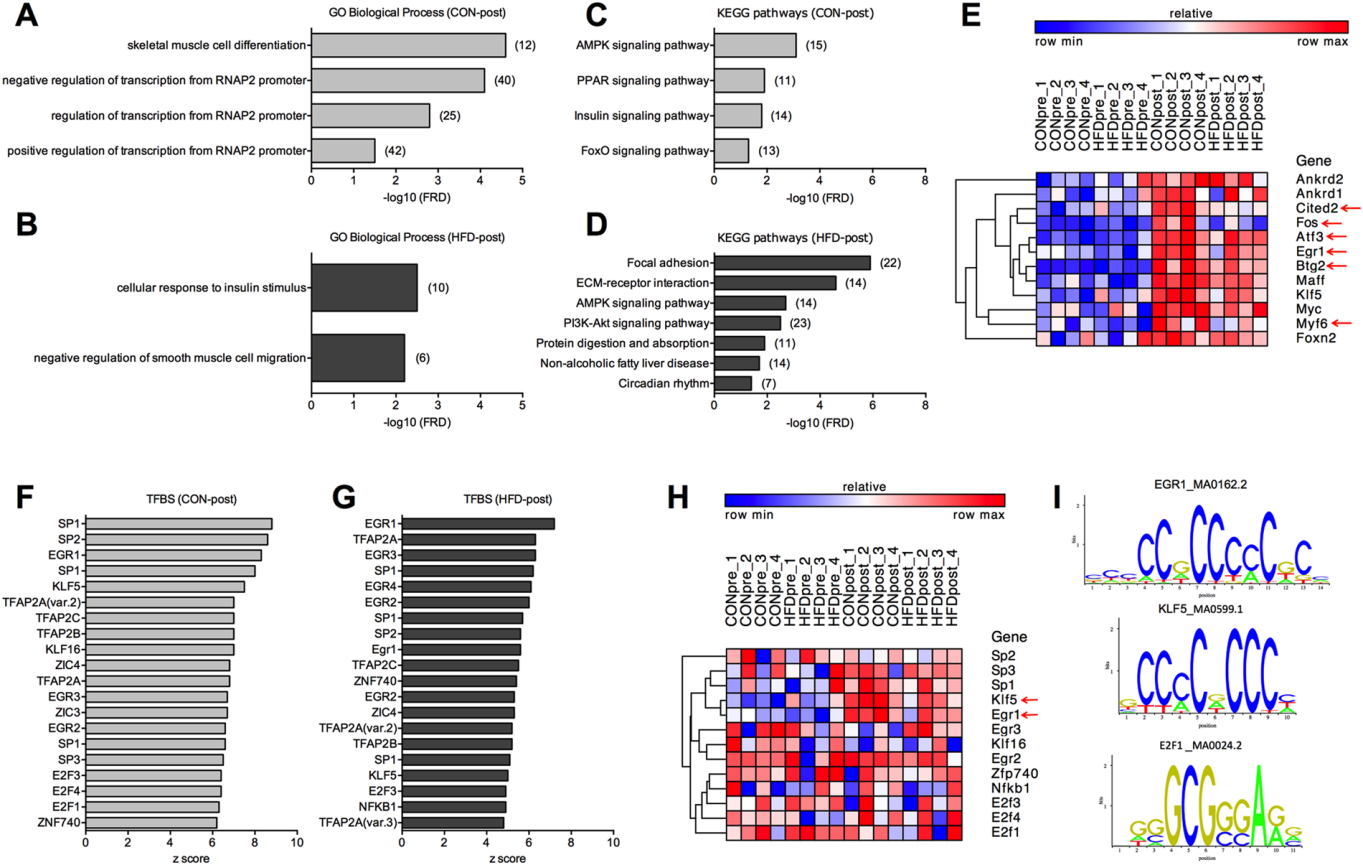
Transcriptional response to acute maximal exercise in CON and HFD mice. (**A** and **B**) GO biological processes and (**C** and **D**) KEGG pathways enriched in CON-post and HFD-post DEG (number of genes is shown in brackets). (**E**) Heat map showing cluster analysis of DEG contained in the GO term *skeletal muscle cell differentiation* enriched in CON-post (red arrows show differentially expressed genes between CON-post vs. HFD-post). (**F** and **G**) Top 20 TFBS enriched in CON-post and HFD-post DEG. (**H**) Transcript levels of TFs associated with the top 20 TFBS in CON and HFD mice. (**I**) Representative TFBS logos found in CON and HFD mice. n = 4 muscles per group.

TFBS analysis showed a collection of 95 and 85 enriched TFBS in CON-post and HFD-post DEG, respectively (p < 0.01; Supplementary Table S2). Cluster analysis of the top 20 TFs associated with these motifs (Fig. 3F and G) did not show a gene expression pattern, though Kruppel-like factor 5 (Klf5) and early growth response 1 (Egr1) were induced by exercise, mainly in CON-post (Fig. 3H). 

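Of the 13 TFs in Fig. 3H, 9 were tested. In CON-post 6 of 9 were higher than in CON-pre, with a median log2 fold change of 0.05, and 2 were DEG (Klf5 and Egr1) both over all genes tested and when adjusted over the list alone. In HFD-post 5 of 9 were higher, with a median of 0.08, and none was a DEG over all genes tested (1 without HFD-post replicate 1). An unadjusted p under 0.05 was reached by 1 (Egr1), which also had an adjusted p under 0.05 over the list alone. The study chose this list on these libraries. The count over the list alone fell to 0 in some alternatives. Among them were only the 2 groups compared and the fits without HFD-pre replicate 1 or 3. Klf5 (chromosome 14, 99298691 to 99313412 in GRCm38) was 0.984 ± 0.249 FPKM (SD, n = 4) in CON-pre and 2.77 ± 0.608 FPKM (SD, n = 4) in CON-post, a log2 fold change of 1.14 (standard error 0.18, limma adjusted p = 0.00353). Egr1 (chromosome 18, 34861207 to 34864956) was 1.41 ± 0.304 FPKM in CON-pre and 5.23 ± 2.20 FPKM in CON-post, a log2 fold change of 1.51 (standard error 0.35, adjusted p = 0.0455, between 0.0149 and 0.154 over the alternatives). The call of Egr1 was close to the threshold and was lost in 16 of 28 alternatives, among them the fits without any one of the 4 CON-pre libraries or without CON-post replicate 1, 2 or 3. Both genes were near 1 FPKM in CON-pre, where the pseudocount reduces the fold change.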

Similar to pre-exercise TFBS analysis, we also found redundant motifs rich in C and/or G among the most significant TFBS, including the exercise-sensitive TFs Klf5 and Egr1 that indeed exhibit a highly similar motif (Fig. 3I). Nonetheless, we also identified TFBS with distinct motifs such as NFKB1 and E2F1 (Fig. 3F-I). TFBS analysis on post-exercise samples also predicted TFs that regulate energy metabolism both in muscle and non-muscle tissue such as E2F1 and KLF5, respectively^20,21^.

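Genes called in HFD-pre against CON-pre were compared with genes called in the opposite direction in HFD-post against HFD-pre. At an adjusted p under 0.05 in both comparisons this gave 1 gene, acetoacetyl-CoA synthetase (Aacs; chromosome 5, 125475873 to 125517405 in GRCm38), which was singled out after its values were seen. Aacs was 1.59 ± 0.180 FPKM (SD, n = 4) in CON-pre, 0.666 ± 0.170 in HFD-pre and 1.48 ± 0.367 in HFD-post. Its log2 fold change was -0.85 in HFD-pre (standard error 0.15, limma adjusted p = 0.0138) and 0.76 in HFD-post (standard error 0.15, adjusted p = 0.0258). The call in HFD-pre was lost in 4 of 28 alternatives, each a fit that left out 1 library (adjusted p 0.00536 to 0.0609). That in HFD-post was lost in 10 of 28 alternatives (adjusted p 0.0102 to 0.109). Among these were the fits without HFD-pre replicate 1, 2 or 3 or HFD-post replicate 2, 3 or 4. The number of reverted genes was 0 without CON-pre replicate 3, HFD-pre replicate 1 or 2, or HFD-post replicate 2, 3 or 4, and 2 without CON-pre replicate 1. At an unadjusted p under 0.05, 162 genes were reverted.
Both comparisons contain the HFD-pre libraries, so a chance deviation of these libraries alone gives reverted genes. In 100 simulated data sets without an effect of exercise in HFD mice, the mean number of reverted genes at an unadjusted p was 144 (range 115 to 175) with shrunken group means and 176 (141 to 224) with the observed group means. These forms gave means of 1102 and 2176 diet calls before exercise, against 929 observed, so both overstate the effect of diet. With 4 unchanged groups the mean number of reverted genes was 121 (91 to 148), below the 162 observed. The answer therefore depends on the form of the simulation. In each form the genes were drawn independently, while genes of real libraries can vary together, so these ranges are likely too narrow.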

We also sought to detect down- or up-regulated genes in HFD-pre skeletal muscle of which exercise reverted their expression patterns (Supplementary Fig. S2C). Such categorisation showed genes with known function in skeletal muscle metabolism that we validated via quantitative PCR (qPCR) such as PPAR γ coactivator 1 α (PGC-1α) and NR4A3 (Supplementary Fig. S2D)^22,23^, whilst it allowed us to identify a number of novel genes with potential function in the development and treatment of metabolic diseases (Supplementary Fig. S2C). 

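Ppargc1a, which encodes PGC-1α, was 6.60 ± 0.365 FPKM (SD, n = 4) in CON-pre and 4.69 ± 0.344 FPKM (SD, n = 4) in HFD-pre. The 4 HFD-pre libraries all lay below the 4 CON-pre libraries (exact permutation test, p = 0.0286), with a log2 fold change of -0.45 (standard error 0.19, limma adjusted p = 0.520, between 0.0669 and 0.720 over the alternatives). Nr4a3 had a log2 fold change of -0.86 in HFD-pre (standard error 0.26, adjusted p = 0.273, between 0.0924 and 0.523 over the alternatives; exact permutation p = 0.0571). Both genes are among the largest rises of exercise in HFD mice, and in CON-post Ppargc1a reached 28.3 ± 8.00 FPKM, a log2 fold change of 1.98 (adjusted p = 4.38e-05).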

To pinpoint the subset of genes associated with the response to exercise in HFD mice we identified exercise-sensitive genes differentially expressed in CON-post vs. HFD-post. 

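Between HFD-post and CON-post, 17 genes were DEG (smallest adjusted p = 9.68e-04), of which 14 were higher and 3 lower in HFD-post. The share of higher DEG was 82.4%, and 71.4% with quantile normalization. An unadjusted p under 0.05 was reached by 708 genes, 351 higher and 357 lower. All 17 had FPKM that did not overlap between the groups, as did 356 of all genes tested (2.86% by chance). The number of DEG was 2 when only these 8 libraries were fitted, 5 without CON-post replicate 2, 8 without CON-post replicate 3, 10 without HFD-post replicate 4 and 11 without CON-post replicate 1 or HFD-post replicate 1. Of the 17 DEG, none (0%) was a DEG of exercise in both diets, and at an unadjusted p the share was 10.3% (73 of 708). The comparisons share libraries, and at an unadjusted p simulated data gave a mean of 3.18% with 4 groups without any effect and of 1.80% without an effect of exercise.
The largest differences were as follows. Lep was 8.46 ± 6.48 FPKM (SD, n = 4) in HFD-post and 0.632 ± 0.226 FPKM (SD, n = 4) in CON-post, a log2 fold change of 2.74 (standard error 0.41, limma adjusted p = 0.00893), with an adjusted p of 0.0533 without CON-post replicate 2 (0.00342 to 0.109 over the alternatives). BC048679 was 28.5 ± 7.79 and 6.23 ± 1.01 FPKM, respectively, a log2 fold change of 2.08 (standard error 0.24). Npr3 (chromosome 15, 11839896 to 11907837 in GRCm38) was 3.12 ± 0.804 and 0.889 ± 0.105 FPKM, a log2 fold change of 1.36 (standard error 0.16); CON-post replicate 3 was the lowest in its group, at 0.732 FPKM. Cfd was 38.0 ± 11.2 and 114 ± 30.9 FPKM, a log2 fold change of -1.58 (standard error 0.27, adjusted p = 0.0253), which was not a DEG in 7 of 28 alternatives, among them the fits without CON-post replicate 2, 3 or 4 or HFD-post replicate 1 or 2 (adjusted p 0.0160 to 0.111). Pak1 (chromosome 7, 97788541 to 97912381) was 4.19 ± 0.627 and 6.98 ± 0.286 FPKM (log2 fold change -0.68, adjusted p = 0.0253, 0.0144 to 0.110 over the alternatives), not a DEG in 10 of 28, among them the fits without any one of the CON-post libraries or without HFD-post replicate 1, 2 or 3. Musk (chromosome 4, 58285729 to 58377848) was 4.23 ± 0.784 and 6.84 ± 0.576 FPKM (log2 fold change -0.65, adjusted p = 0.0422, 0.0301 to 0.366), not a DEG in 24 of 28, among them 14 of the 16 fits that left out 1 library.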

We detected 234 DEG in the post-exercise state (CON-post vs. HFD-post) of which only 16% were regulated by acute maximal exercise in both groups (Fig. 4A and Supplementary Fig. S2E). Accordingly, we observed subset of DEG specifically modulated in CON-post (17%; Fig. 4B and Supplementary Fig. S2E) and HFD-post (13%; Fig. 4C and Supplementary Fig. S2E). Clustering of these group-specific DEG showed different gene expression patterns, including genes with attenuated, enhanced or decreased expression in response to acute exercise and genes exclusively regulated by exercise in HFD-post mice (Fig. 4A–C). Collectively, this analysis uncovered several genes associated with the effects of HFD on exercise-mediated skeletal muscle remodelling.

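At an adjusted p under 0.05, 2 of the 17 DEG between HFD-post and CON-post (11.8%) were DEG of exercise in CON only and 1 (5.88%) in HFD only. At an unadjusted p the shares were 14.7% (104 of 708) and 18.1% (128 of 708), and 4 simulated groups without any effect gave means of 18.7 and 18.4% (99 and 58 of 100 draws as large). Simulated groups without an effect of exercise gave 12.6% for each (1 and 0 of 100 draws as large), so whether these shares exceed what shared libraries give depends on the form of the simulation. Genes were drawn independently in both forms, so the counts of draws as large are only rough. At an adjusted p the form without an effect of exercise gave means of 1.11 and 0.0952% (2 and 1 of 75 draws as large), but it holds few DEG of exercise by construction. The share of CON only was 0% without CON-pre replicate 1, 2 or 3, HFD-pre replicate 3, CON-post replicate 1 or HFD-post replicate 4, and that of HFD only was 0% without HFD-pre replicate 2 or 3. Both were 20.0% without CON-post replicate 2.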

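The genes of the 3 heat maps were chosen by the study on these libraries, so the counts adjusted over the list alone are not independent evidence. For the 38 genes tested of Fig. 4A, the median log2 fold change was 1.06 in CON-post (28 up, 20 DEG, 29 when adjusted over the list alone) and 0.87 in HFD-post (33 up, 13 DEG, 31 over the list alone). HFD-post lay below CON-post by a median of -0.42 (24 of 38 genes lower), with 1 DEG (Musk) and 10 genes over the list alone. The DEG in HFD-post ranged from 4 (without HFD-pre replicate 2, or with the adipocyte marker score as a covariate) to 15 (array weights) over the alternatives, against 15 to 21 in CON-post, and between HFD-post and CON-post they ranged from 0 to 2, with 5 (without CON-post replicate 3) to 22 (without HFD-post replicate 2) genes over the list alone. Hspa1a and Hspa1b are near-identical copies, and Mt1 and Mt2 are related but less alike, so reads could have been split within these pairs. The bone and cartilage genes Clec3a, Cytl1 and Spp1 are also in this list. For the 37 genes of Fig. 4B, the median was 0.53 in CON-post (30 up, 11 DEG, 29 over the list alone) and 0.19 in HFD-post (30 up, no DEG and none over the list alone, 1 over the list alone without HFD-post replicate 1, 9 at an unadjusted p under 0.05). HFD-post lay below CON-post by a median of -0.43 (28 of 37 lower), with 1 DEG (Acadl, which was higher, log2 fold change 0.60, limma adjusted p = 0.00883) and 30 genes over the list alone. The interaction had a median of -0.37 (30 of 37 negative), with no DEG and 3 genes over the list alone (9 at an unadjusted p under 0.05). The DEG in CON-post ranged from 3 (only the 2 groups compared) to 12 (array weights) over the alternatives and were 7 without CON-pre replicate 1. Those between HFD-post and CON-post ranged from 0 to 2 (without CON-pre replicate 2 or 3, among others). The interactions over the list alone ranged from 0 (without CON-pre replicate 1 or HFD-pre replicate 4) to 6 (without CON-post replicate 4).
For the 31 genes of Fig. 4C, the median log2 fold change was 0.02 in CON-post (16 up, no DEG and none over the list alone, 1 at an unadjusted p under 0.05) and 0.49 in HFD-post (19 up, 9 over the list alone), where the 2 DEG were Npr3 and G0s2. HFD-post lay above CON-post by a median of 0.44 (18 of 31 higher), with 3 DEG (Npr3, Lep and Pak1) and 14 genes over the list alone. The interaction had a median of 0.33 (19 of 31 positive), with no DEG and 1 gene over the list alone (3 at an unadjusted p under 0.05). The DEG in HFD-post ranged from 0 (without HFD-pre replicate 2, HFD-post replicate 3 or HFD-post replicate 4, or without a filter on mean FPKM) to 3 (replicate block), with 4 (without HFD-pre replicate 2) to 14 (array weights) genes over the list alone. Those between HFD-post and CON-post ranged from 1 (without CON-post replicate 2, or with only the 2 groups compared) to 4 (replicate block), with 10 (only the 2 groups compared) to 22 (without CON-post replicate 1) genes over the list alone. The list holds adipocyte genes, such as Lep, Adipoq, Cidec and Sncg, and no median without them was taken. With the adipocyte marker score as a covariate for all genes, the median was 0.078 in HFD-post and -0.10 between HFD-post and CON-post. Without HFD-post replicate 4 the median in HFD-post was 0.22 and that of the interaction 0.11.
From the CON-post DEG that were not DEG in HFD-post, some of them already DEG before exercise, the paper concludes that HFD has a robust effect on the remodelling of the muscle transcriptome by exercise.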

**Figure 4:**
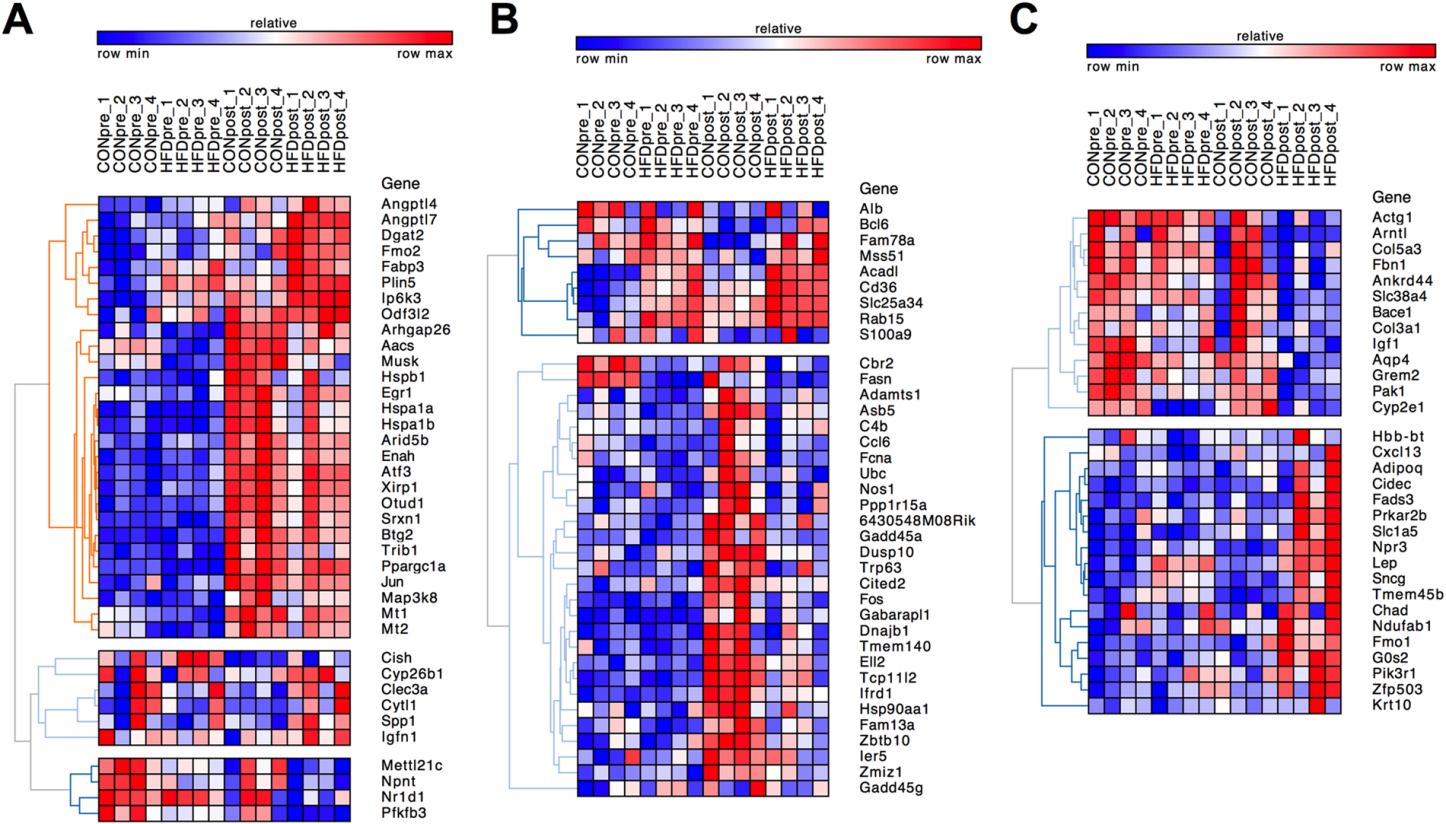
Identification of subset of genes linked with the detrimental effect of HFD on exercise-mediated skeletal muscle transcriptome remodelling. (**A**–**C**) Heat maps showing clusters of exercise-sensitive DEG in CON-post vs. HFD-post, including genes that are either (**A**) commonly regulated, (**B**) CON-post specific or (**C**) HFD-post specific. n = 4 muscles per group.

### HFD enhances lipid accumulation and catabolism in skeletal muscle tissue

To complement transcriptome analysis, we conducted unbiased assessment of the skeletal muscle metabolome via untargeted metabolomics. HFD-pre skeletal muscles had higher and lower content of 145 and 88 analytes, respectively, compared to CON-pre (Supplementary Table S3). These analytes were associated both with single and multiple metabolites, whereas following classification by metabolic processes we found a distinct change in the content of metabolites related with lipid metabolism. Of the 145 up-regulated metabolites 52%, 5% and 3% were linked to glycerophospholipids, acyl-carnitines and fatty acids, respectively (Fig. 5A). Acetyl-CoA and tetradecenoyl-CoA were 2 and 2.7 fold higher in HFD-pre, respectively, potentially due to higher preference for lipid metabolism since HFD-pre also exhibited lower levels of S-Acetyldihydrolipoamide, suggesting lower pyruvate dehydrogenase activity. HFD significantly increased skeletal muscle ceramides among which sphingosine-1-phosphate (1.5 fold higher in HFD-pre) has been linked with the regulation of insulin sensitivity^24^. Similarly, though to a lower magnitude, down-regulated metabolites in HFD-pre also had a strong link with lipid metabolism, with glycerophospholipids representing 45% (Fig. 5B). Acute maximal exercise did not modify the skeletal muscle metabolome of CON-post mice 3 h post-exercise, whereas it exerted a mild effect in HFD-post skeletal muscle, with 4 and 10 up- and down-regulated analytes in HFD-post skeletal muscle, respectively (Supplementary Table S3). Although most of these analytes were associated with multiple metabolites, we found a significant reduction (−1.6 fold) of skeletal muscle triglycerides in HFD-post, suggesting lipid catabolism as an important biological process modulated by the interplay between diet-induce obesity and exercise.

**Figure 5:**
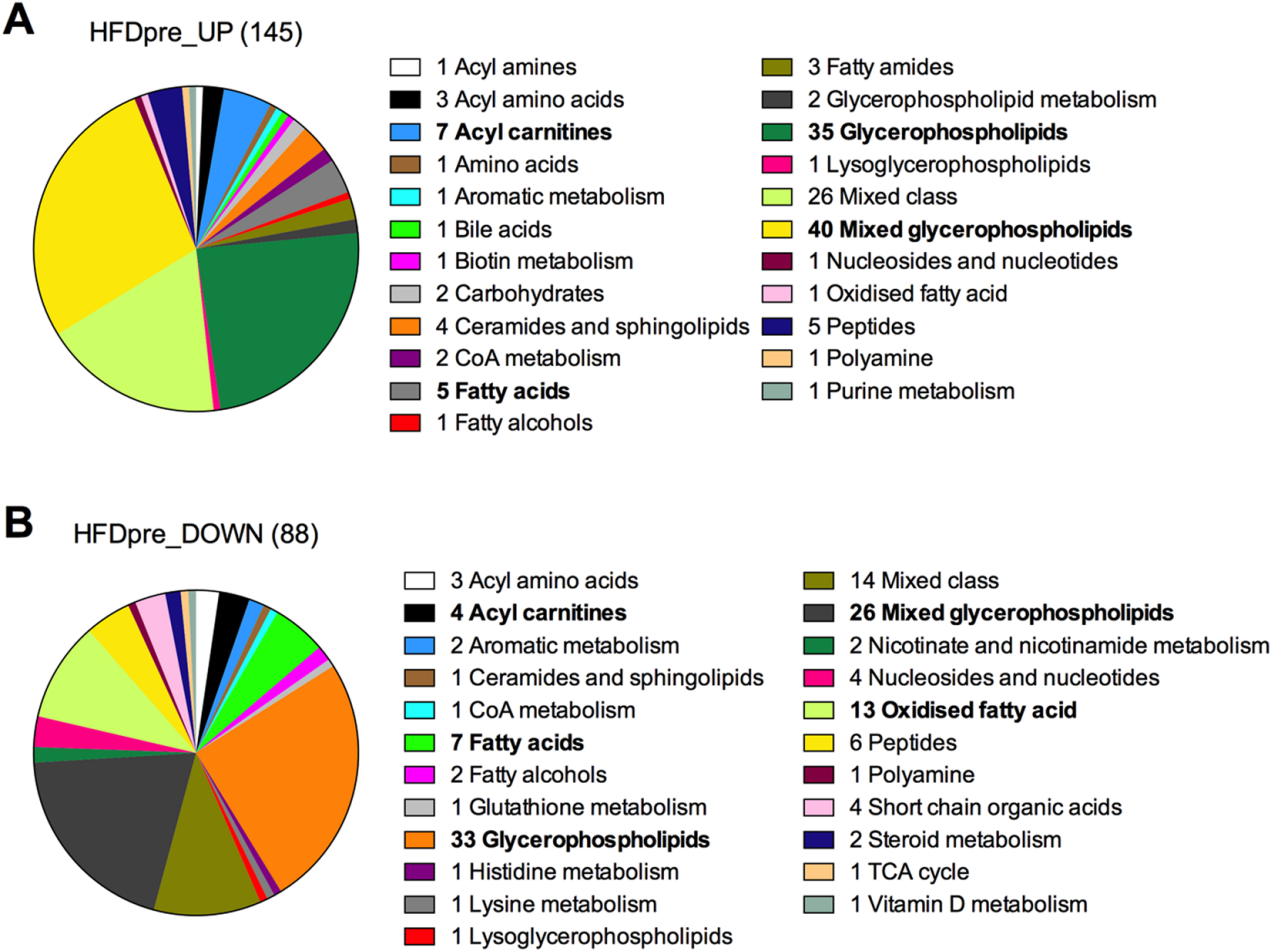
Effects of HFD on the skeletal muscle metabolome. (**A**) Increased and (**B**) decreased metabolites found in CON-pre and HFD-pre skeletal muscles classified according to their biological function. n = 6 muscles per group.

### WACNA characterisation of integrated transcript-metabolite networks

To define the association between changes in the skeletal muscle transcriptome and metabolome we performed WACNA. WACNA identified 22 modules of correlated genes and metabolites with distinction between modules influenced by HFD and exercise (Fig. 6A). Of particular interest, the brown module was highly regulated by diet, while the green module was regulated by exercise both in CON and HFD mice (Fig. 6A, right panel). 

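The modules combine transcripts with metabolites, which are not analysed here, and only transcripts that Supplementary Table S4 or the Discussion name were scored (mean of z-scored log2 values per library). The score of 17 brown module transcripts was -0.22 ± 0.27 (SD, n = 4) in HFD-pre and 0.02 ± 0.18 (SD, n = 4) in CON-pre, a difference of -0.24 (exact permutation test, p = 0.2). After exercise the brown score differed between diets by -0.09 (exact p = 0.771), and by 0.095 without HFD-post replicate 1. Exercise changed it by 0.12 in CON (exact p = 0.714) and by 0.27 in HFD (exact p = 0.343). Under upper-quartile scaling these exercise differences were -0.05 and -0.12. The transcripts differed between diets in both directions (8 higher and 9 lower, before as well as after exercise), so opposite changes cancel in this score and it does not show whether diet acts on the module. Of the 17 transcripts none was a DEG of diet before or after exercise, although 1 was before exercise under upper-quartile scaling. An unadjusted p under 0.05 was reached by 7 before and by 10 after exercise. Adjusted over the list alone, which the study chose on these libraries, 5 and 7 had an adjusted p under 0.05, with ranges of 2 to 7 and of 0 to 12 over the alternatives (2 before exercise without CON-pre replicate 3, 0 after it without HFD-post replicate 4).
The score of 42 green module transcripts rose with exercise by 0.59 in CON and by 0.55 in HFD (exact permutation test, p = 0.0286 in both, adjusted p = 0.120). It was -0.27 ± 0.06 in CON-pre, 0.32 ± 0.14 in CON-post, -0.30 ± 0.03 in HFD-pre and 0.25 ± 0.30 in HFD-post. Under upper-quartile scaling the rise in HFD was 0.34 (exact p = 0.0571).

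**Figure D3:**
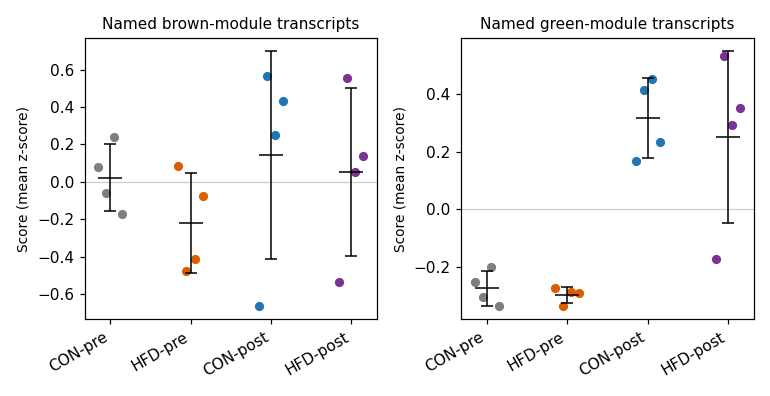
Scores of the named transcripts of the brown (17) and green (42) modules in each library (y axis, mean of z-scored log2(FPKM + 0.5)) for the 4 groups of 4 mice; points are libraries, horizontal lines are group means and bars are SD. The 4 CON-post libraries lie above the 4 CON-pre libraries in the green score, and the 4 HFD-post above the 4 HFD-pre libraries.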

Pathway analysis of correlated genes and metabolites in the brown module demonstrated a strong association with lipid metabolism, characterized by pathways controlling glycerophospholipid and acyl carnitine metabolism (Fig. 6B; Supplementary Table S4). Independent analysis of brown module transcripts showed enrichment of terms related with inflammation and cell cycle (Fig. 6C; Supplementary Table S4). Consistent with the lack of effects of acute exercise on the skeletal muscle metabolome 3 h post-exercise, combined analysis of transcript and metabolites in the green module showed minor enrichment of metabolic networks (Fig. 6D; Supplementary Table S4). However, the green module showed a strong enrichment of genes associated with skeletal muscle development and function (Fig. 6E; Supplementary Table S4). Therefore, these data further demonstrate the robust effect of HFD-induced obesity on the skeletal muscle metabolome, with acute maximal exercise having a major function in skeletal muscle transcriptome remodelling and a minor effect on metabolism when comparing CON and HFD 3 h post-exercise.

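Of the 42 green module transcripts tested, 29 were higher in CON-post than in CON-pre, with a median log2 fold change of 0.26, and 29 were higher in HFD-post than in HFD-pre, with a median of 0.25. Over all genes tested 8 were DEG in CON-post and 2 in HFD-post, and 33 and 24 had an adjusted p under 0.05 when adjusted over the list alone. The study chose the list on these libraries, so the latter counts are not independent evidence. Over the alternatives the DEG ranged from 5 (without CON-pre replicate 1 or 3, or with only the 2 groups compared) to 14 (array weights) in CON-post and from 1 (without HFD-post replicate 2, among others) to 5 (without HFD-post replicate 1) in HFD-post. The median in HFD-post was 0.16 without HFD-post replicate 2. Between diets none was a DEG over all genes or when adjusted over the list alone. An unadjusted p under 0.05 was reached by 6 before exercise and by 4 after it. Over the list alone, 1 gene was called before exercise with array weights or without CON-pre replicate 2. After exercise, 1 was called over the list alone without CON-post replicate 4. Among the DEG in CON-post, the sarcomere gene filamin C (Flnc) rose by a log2 fold change of 1.22 (standard error 0.17, limma adjusted p = 0.00107) and the ubiquitin ligase Trim63 by 1.28 (standard error 0.22, adjusted p = 0.00637).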

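The green score differed between diets by -0.02 before exercise (exact p = 0.514) and by -0.07 after it (exact p = 0.771), and the interaction was -0.04 (exact permutation p = 0.845). The difference before exercise changed direction under upper-quartile scaling (0.085) and without CON-pre replicate 3 (0.0027), and that after exercise without HFD-post replicate 1 (0.076). From the modules, which also hold metabolites, the paper concludes that HFD acts strongly on the muscle metabolome, while acute exercise acts mainly on the transcriptome.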

**Figure 6:**
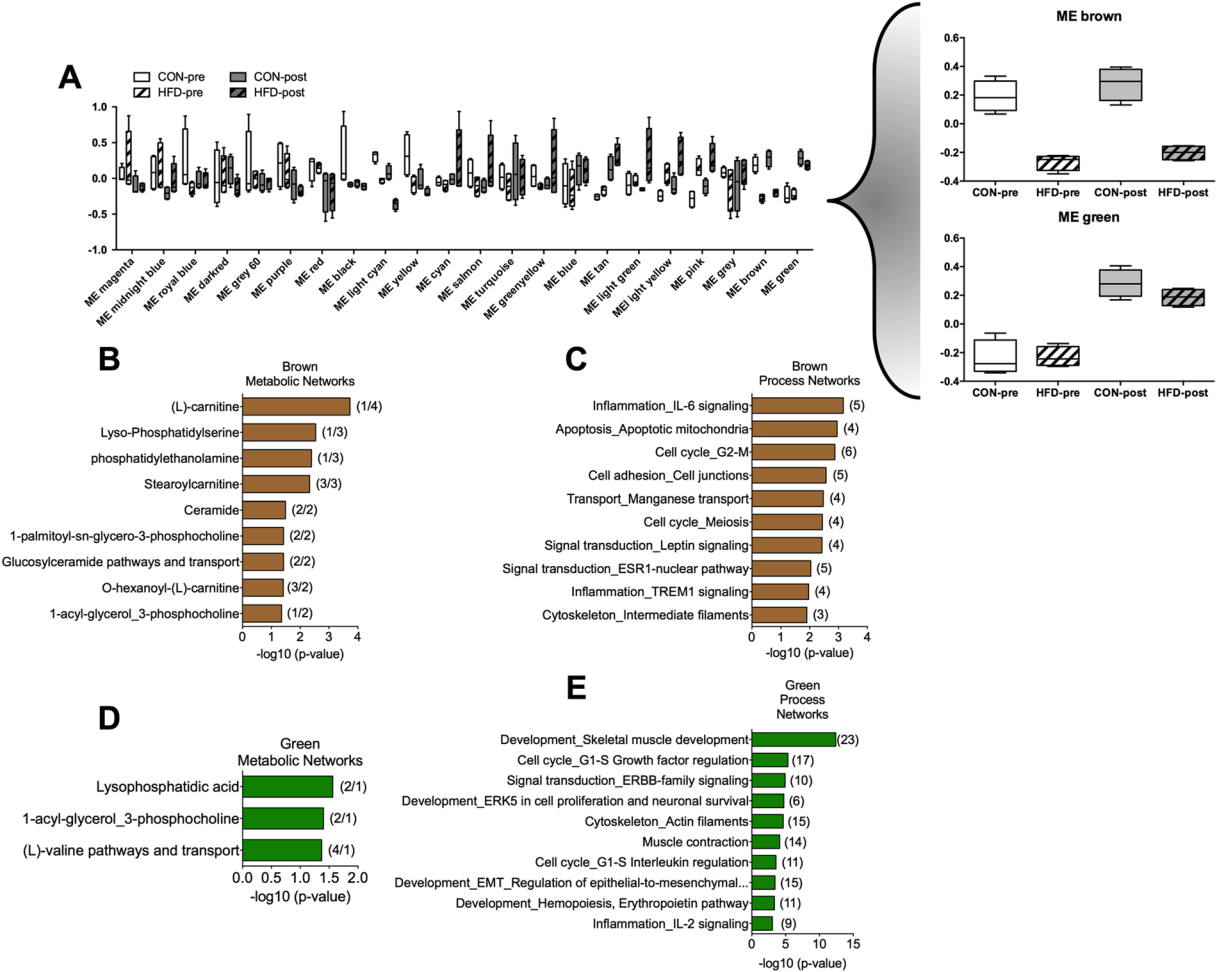
Integration of transcriptome and metabolome responses to HFD and acute maximal exercise. (**A**) Modules of correlated transcript and metabolites identified by WACNA analysis in CON and HFD skeletal muscles. (**B**–**E**) Pathway analysis was performed in subset of genes and metabolites comprised in the (**B** and **C**) brown and (**D** and **E**) green modules (number of metabolites/genes is shown in brackets). n = 6 muscles per group.

## Discussion

Skeletal muscle insulin resistance and metabolic dysfunction are central pathogenic factors in the development of metabolic disorders, such as T2D^25–30^. Gene transcription is a key process controlling skeletal muscle phenotype and, consequently, metabolic health. Both pathological and physiological cues coupled with impaired and improved insulin sensitivity, respectively, extensively remodel the skeletal muscle transcriptome^7,13,14,31^. In the present study we used unbiased approaches to assess the effect of exercise and diet on the skeletal muscle transcriptome (RNA-seq) and metabolome (untargeted metabolomics), in addition to studying the interaction between both responses (using WACNA). In doing so, we report that under basal conditions, HFD enhanced skeletal muscle lipid catabolism at the transcriptional level, while promoting the accumulation of glycerophospholipid and acyl carnitine species at the metabolic level. We also demonstrate that HFD is linked to a different transcriptional response to acute maximal exercise compared to CON mice, which in HFD mice comprised mainly GO terms associated with the regulation of skeletal muscle plasticity and gene transcription. Finally, we successfully implemented WACNA for transcript-metabolite correlation analysis, which further demonstrated the predominant effect of HFD and exercise on lipid metabolism and gene transcription, respectively.

Concurrent with the development of glucose intolerance, our data demonstrates that HFD result in a robust increased in skeletal muscle lipid catabolism at the transcriptional level. Interestingly, short- and long-term feeding of a HFD with different composition (45% kcal from palm oil) can induce similar effects on lipid metabolism in mouse skeletal muscle^32^. Moreover, human skeletal muscle from pre-diabetic subjects has also been found to have higher expression of genes controlling fatty acid catabolism^31^. Thus, the coordinated up-regulation of genes controlling lipid catabolism is a common response to lipid overload, probably as a compensatory mechanism. Our data further imply the nuclear receptors PPARs as central regulators of such transcriptional response, which is supported by both pathway and TFBS analysis. Interestingly, PPARα overexpression in skeletal muscle concurrently increases fatty acid oxidation and impairs insulin sensitivity^33^. In contrast, overexpression of a hyperactive form of PPARδ in skeletal muscle results in positive effects on glucose tolerance^34^, suggesting that selective PPARs isoform activation might take place following different environmental cues. Moreover, consistent with this transcriptional response, we found a significant increase in acetyl-CoA and acyl carnitine species in skeletal muscle from HFD-pre mice. At the whole body level, obesity in humans and HFD in rodents also increase lipid oxidation as reflected by lower respiratory exchange ratio^30,35,36^. These data suggest enhanced lipid catabolism, supporting abnormal energy substrate partitioning as an important factor contributing to the development of skeletal muscle insulin resistance^25^. Despite lower malic acid levels, we did not find major changes in TCA cycle and OXPHOS related genes or metabolites in HFD-pre skeletal muscle. 

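All 19 genes of the TCA cycle were higher in HFD-pre than in CON-pre by a small amount, with a median log2 fold change of 0.09 (camera adjusted p = 8.47e-06, fry adjusted p = 0.403). None was a DEG over all genes tested or when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Of 84 OXPHOS genes, 55 were higher, with a median of 0.02 (camera adjusted p = 0.0216, fry adjusted p = 0.973), and none was a DEG, was called over the list alone or had an unadjusted p under 0.05. The direction of the OXPHOS median changed without CON-pre replicate 2 (-0.03), without HFD-pre replicate 4 (-0.011) and with array weights (-0.0049). Its camera adjusted p was 0.269 with quantile normalization and 0.0777 without CON-pre replicate 1. The metabolites are not analysed here.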

We further validated the effect of HFD on lipid metabolism via WACNA analysis. 

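The 3 transcripts Mef2a, Mgll (monoglyceride lipase) and Pisd (phosphatidylserine decarboxylase) were tested between HFD-pre and CON-pre. Mef2a (chromosome 7, 67231163 to 67376456 in GRCm38) was 26.5 ± 1.12 FPKM (SD, n = 4) in HFD-pre and 29.2 ± 2.71 FPKM (SD, n = 4) in CON-pre, a log2 fold change of -0.13 (standard error 0.07, limma adjusted p = 0.677). Mgll (chromosome 6, 88724412 to 88828360) was 14.4 ± 1.54 FPKM in HFD-pre and 9.85 ± 1.01 FPKM in CON-pre, and its 4 HFD-pre libraries all lay above the 4 CON-pre libraries (exact permutation test, p = 0.0286). Its log2 fold change was 0.52 (standard error 0.12, adjusted p = 0.108), and it became a DEG under upper-quartile scaling (adjusted p = 0.0254), median-of-ratios scaling (0.0167) and quantile normalization (0.0280), with a range of 0.0167 to 0.307 over the alternatives. Pisd (chromosome 5, 32736301 to 32785642) was 6.44 ± 0.946 FPKM in HFD-pre and 5.62 ± 0.868 FPKM in CON-pre, a log2 fold change of 0.18 (standard error 0.13, adjusted p = 0.785).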

The main module reflecting correlated genes and metabolites linked to the diet effects (brown module) comprised genes with known function in muscle biology, lipid catabolism and glycerophospholipid synthesis such as MEF2A, monoglyceride lipase and phosphatidylserine decarboxylase, respectively. This module also comprised glycerophospholipids (e.g. phosphatidylserines) and acyl carnitine species (e.g. stearoyl carnitine), further suggesting abnormal lipid metabolism as a key biological process involved in the pathogenesis of insulin resistance. However, it remains to be investigated whether acute exercise exerts transient changes in the skeletal muscle metabolome and whether it correlates with the transcriptional response, which could probably be detected at an earlier post-exercise time point^37^.

Exercise training is well known to remodel the skeletal muscle transcriptome and to improve insulin sensitivity, though the early transcriptional responses leading to such adaptations remain poorly understood. In the long-term, exercise co-ordinately enhances the expression of genes controlling energy metabolism, whereas acute exercise seems to induce different transcriptional networks^13^. We found gene transcription as the main biological process induced by acute maximal exercise in mice fed CON diet when measured 3 h post-exercise. In fact, although the GO term *skeletal muscle cell differentiation* was highly significant, different TFs and transcriptional co-regulators primarily composed this GO term. TFBS analysis revealed a subset of exercise-sensitive TFs motifs enriched in CON and HFD mice, suggesting that their regulation is completely or partially independent of nutritional factors. Among these genes, only Egr1 and Klf5 expression and motif enrichment were enhanced by exercise, though obesity had a blunting effect. 

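In HFD mice Klf5 was 1.49 ± 0.399 FPKM (SD, n = 4) before and 1.96 ± 0.501 FPKM (SD, n = 4) after exercise, a log2 fold change of 0.31 (standard error 0.18, limma adjusted p = 0.550). Egr1 was 0.914 ± 0.509 FPKM before and 3.03 ± 1.64 FPKM after exercise, a log2 fold change of 1.26 (standard error 0.35, adjusted p = 0.143; exact permutation p = 0.0571), with an adjusted p of 0.0339 without HFD-post replicate 1 (0.0339 to 0.357 over the alternatives). The difference between diets was tested by the interaction. It was -0.83 for Klf5 (adjusted p = 1.00) and -0.25 for Egr1 (adjusted p = 1.00), and for Egr1 it changed direction without HFD-post replicate 1, to 0.08. Over 27 alternatives the interaction of Klf5 was between -1.03 and -0.67. Motif enrichment is not analysed here.

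**Figure D4:**
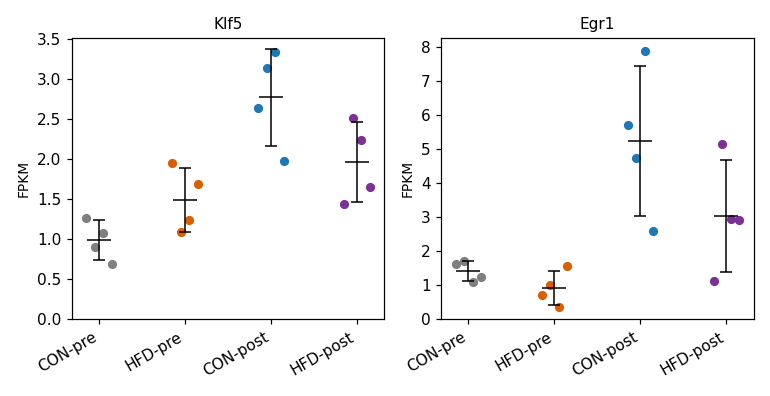
FPKM of Klf5 and Egr1 (y axes) in each library of the 4 groups of 4 mice; points are libraries, horizontal lines are group means and bars are SD. Means of Klf5 are 0.984 FPKM in CON-pre, 2.77 in CON-post, 1.49 in HFD-pre and 1.96 in HFD-post.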

Interestingly, Egr1 has been found to induce SIRT1 expression^38^, while Klf5 can modulates PPARδ activity^20^, thus both TFs represent potential mediators of exercise-induced skeletal muscle plasticity. Overall, HFD completely blunted the enrichment of GO terms linked to gene transcription, further exposing the effects of HFD on exercise-mediated adaptations. Similar effects on PGC-1α and a few of its target genes have been observed in skeletal muscle from obese subjects, leading to the idea that HFD and insulin resistance impair the effects of exercise on skeletal muscle remodelling at the transcriptional level^39,40^. Accordingly, here we have demonstrated that this phenomenon can also take place in mouse skeletal muscle at a large scale (transcriptome), affecting several transcriptional networks.

Both GO and pathway analysis revealed insulin signalling as a central biological process induced by exercise in HFD mice. When comparing transcriptional responses in CON-post and HFD-post, we identified genes with both known and unknown function in skeletal muscle metabolism. For example, HFD abrogated the induction of genes linked to energy metabolism in non-muscle tissues, such as Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain 2 (Cited2)^41^, dual specificity phosphatase 10 (Dusp10)^42^ and transformation related protein 63 (Trp63)^43^. 

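Cited2 (chromosome 10, 17723228 to 17725674 in GRCm38) rose from 11.2 ± 2.45 to 23.4 ± 4.87 FPKM (SD, n = 4 per group) with exercise in CON, a log2 fold change of 1.03 (standard error 0.17, limma adjusted p = 0.00398), and from 13.9 ± 2.77 to 15.4 ± 0.999 FPKM in HFD, a log2 fold change of 0.16 (standard error 0.17, adjusted p = 0.763). Dusp10 (chromosome 1, 184034381 to 184075636) rose from 11.2 ± 2.68 to 20.5 ± 2.16 FPKM in CON, a log2 fold change of 0.87 (standard error 0.15, adjusted p = 0.00598), and from 12.0 ± 1.98 to 12.9 ± 1.21 FPKM in HFD, a log2 fold change of 0.10 (standard error 0.15, adjusted p = 0.846). With only the CON-pre and CON-post libraries fitted, neither was a DEG in CON-post: the adjusted p was 0.0520 for Cited2 (0.00134 to 0.0520 over the alternatives) and 0.0578 for Dusp10 (0.00262 to 0.0578). Trp63 (chromosome 16, 25683763 to 25892088) rose from 3.38 ± 1.10 to 5.48 ± 1.02 FPKM in CON (log2 fold change 0.65, standard error 0.23, adjusted p = 0.253) and from 2.69 ± 0.514 to 3.41 ± 1.52 FPKM in HFD (0.23, standard error 0.23, adjusted p = 0.743). Without HFD-post replicate 3 the change of Trp63 in HFD was -0.0050. The interaction was -0.87 for Cited2, -0.77 for Dusp10 and -0.41 for Trp63, each negative in 27 alternatives and none a DEG (adjusted p between 0.735 and 1.00 over the alternatives).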

Genes with therapeutic potential of which exercise reverted the abnormal expression patterns included genes with known function in skeletal muscle metabolism and exercise-mediated adaptations such as NR4A3^23^ and PGC-1α^22^. Interestingly, Fu *et al*. have recently found that 8 weeks of HFD also impairs the effects of exercise training (6 weeks) on mouse skeletal muscle transcriptome^44^. Unlike acute exercise, chronic exercise appears to regulate different transcriptional programs both in CON and HFD fed animals, including genes linked to energy metabolism and mitochondrial function^44^. WACNA analysis revealed several correlated genes linked to development, cell cycle and muscle contraction in the main exercise-sensitive module (green module), whereas energy metabolism-related terms were not enriched. 

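Before and after exercise, Hdac5 (chromosome 11, 102195747 to 102230172 in GRCm38) was 9.79 ± 1.51 and 11.7 ± 0.324 FPKM (SD, n = 4 per group) in CON and 10.5 ± 0.628 and 12.9 ± 0.695 FPKM in HFD. Its log2 fold change was 0.26 in CON (limma adjusted p = 0.222; 0.0204 without CON-pre replicate 4, and up to 0.497) and 0.29 in HFD (adjusted p = 0.183). Jun (chromosome 4, 95049036 to 95052222) rose from 15.0 ± 6.58 to 35.3 ± 6.56 FPKM in CON, a log2 fold change of 1.27 (standard error 0.23, adjusted p = 0.00779; 0.0678 with only the CON-pre and CON-post libraries fitted, and down to 5.31e-04). In HFD its log2 fold change was 0.95 (adjusted p = 0.0988; 0.0208 without CON-pre replicate 4, and up to 0.281). Mef2c (chromosome 13, 83504017 to 83667079) fell from 102 ± 2.99 to 85.3 ± 5.72 FPKM in CON, a log2 fold change of -0.27 (standard error 0.06, adjusted p = 0.0543), and was a DEG in 6 of 28 alternatives (adjusted p 0.00668 to 0.190), among them the fits without CON-post replicate 2 and without HFD-post replicate 3. In HFD Mef2c was 99.2 ± 3.12 before and 90.8 ± 5.89 FPKM after exercise (-0.13, adjusted p = 0.441), and HFD-post replicate 3 lay below the other libraries of its group (82.0, against 92.9 to 94.6 FPKM). Myc (chromosome 15, 61985341 to 61990361) rose from 1.58 ± 0.424 to 3.50 ± 0.396 FPKM in CON, a log2 fold change of 0.96 (standard error 0.23, adjusted p = 0.0510), and was a DEG in 7 of 28 alternatives (adjusted p 0.0211 to 0.174), among them the fits without HFD-pre replicate 2, HFD-pre replicate 4 or HFD-post replicate 4. In HFD it rose from 1.61 ± 0.778 to 2.66 ± 0.671 FPKM (0.64, adjusted p = 0.273).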

Interestingly, the green module comprised several genes controlling gene transcription, including histone deacetylase 5, Jun, MEF2C and myelocytomatosis oncogene. This data also suggests gene transcription as a key biological process induced by acute exercise and, potentially, mediating long-term skeletal muscle adaptations, whereas HFD seem to disrupt this exercise-sensitive transcriptional network.

Overall, we have identified skeletal muscle lipid metabolism and gene transcription as central biological processes linked with glucose intolerance and exercise-mediated adaptations, respectively. The unbiased approaches utilised in this study allowed us to comprehensively characterise the skeletal muscle transcriptome and metabolome, which revealed a broad range of novel metabolite (primarily under basal conditions) and transcript targets. Implementing WACNA to these datasets provided an innovative approach to integrate unbiased transcriptome and metabolome datasets. Besides supporting independent RNA-seq and metabolomics analysis, WACNA identified related transcript and metabolite networks sensitive to exercise and HFD. Therefore, we anticipate that the independent and integrated datasets reported herein will provide an important resource for studies focused on skeletal muscle physiology in the context of metabolic diseases.

## Methods

### Animals

We bought sixteen-week-old C57BL/6NTac male mice (Taconic Biosciences), which had been housed under standard conditions with free access to water and either control diet (CON; 10% kcal from fat, 70% kcal from carbohydrate, 20% kcal from protein) or high-fat diet (HFD; 60% kcal from fat, 20% kcal from carbohydrate, 20% kcal from protein; Research Diets, #D12492) for 10 weeks. All methods and experiments were carried out in accordance with relevant guidelines and regulations, and with the approval of the Animal Care Program at the University of California, San Diego.

### Body composition

Lean and fat mass was measured by magnetic resonance (EchoMRI^TM^).

### Oral glucose tolerance test (OGTT)

Mice were fasted for 4 h and, subsequently, 2 g/kg body weight of dextrose was delivered via oral gavage. Blood glucose was measured with a standard meter, with samples obtained from the tail vein before or 10, 20, 30, 45, 60, 90 and 120 min after the dextrose gavage.

### Maximal exercise test

One day before the test, fed (ad libitum) mice were acclimatized to the treadmill (Columbus Instruments) by performing one session of 10 min at 8 m/min, 5 min at 0 m/min and 10 min at 10 m/min with 8.5° incline. The next morning mice were fasted for 3 h, following which they were placed in the treadmill (8.5° incline) for 5 min at 0 m/min, with the test starting at 8 m/min for 3 min and the speed increased 2 m/min every 3 min until exhaustion. Subsequently, mice were placed in their cages with free access to water but no food. A group of CON and HFD mice under basal conditions was used as pre-exercise control (pre). Importantly, CON-pre and HFD-pre groups underwent the same treadmill acclimatization and fasting period as the exercise groups. Muscles samples were collected from anesthetized (2.5% isoflurane) mice under basal conditions or 3 h after maximal exercise (post).

### RNA isolation and quantitative PCR (qPCR)

Total RNA extraction and reverse transcription was performed using RNeasy Mini Kit (QIAGEN, #74104) and iScript™ cDNA Synthesis Kit (Bio-Rad Laboratories, #170-8891), respectively. Relative mRNA was quantified by qPCR on a Mastercycler^®^ ep realplex (Eppendorf) using SsoAdvanced™ Universal SYBR^®^ Green Supermix (Bio-Rad, #172-5270). The ΔΔC_T_ method was used for analysis, with TATA binding protein (TBP) as endogenous control.

### RNA sequencing (RNA-seq)

Libraries were prepared with TruSeq Stranded mRNA Library Prep Kit (Illumina). Sequencing was performed at the Institute for Genomic Medicine of the University of California using the HiSeq. 2500 (Illumina), which resulted in ~20 M reads per sample. Reads were trimmed to remove adapter sequences and quality checked using fastqc software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned using TopHat to mm9 version of the mouse genome^45^. The expression level of genes and comparison between different conditions to find significant changes in expression was done using cufflinks^46^. Gene Ontology and pathway analysis was performed with DAVID 6.8 Beta^47,48^ and KEGG (Kyoto Encyclopedia of Genes and Genomes) database (http://www.kegg.jp/kegg/pathway.html)^49–51^, respectively, while TFBS analysis was performed with Pscan using JASPAR 2016 database and a promoter region of −950 to +50 bp^52^. Heat maps and hierarchical clustering was performed with GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/index.html).

### Untargeted metabolomic analysis

#### Sample preparation

50 mg of powdered muscle tissue was mixed with 1000 µL of methanol:water:chloroform (2.5:1:1 [v/v/v]) and homogenised in a Precellys24 (Bertin Technologies, Stretton Scientific U.K.) at 6800 Hz for 2 × 30 s cycle followed by shaking for 10 min. Samples were centrifuged (10,000 g, 3 °C, 5 min) followed by transfer of 1000 µL of the supernatant to a clean 2 mL microcentrifuge tube. 500 µL of HPLC grade water was added followed by vortex mixing and centrifugation (10,000 g, 3 °C, 5 min) to induce phase separation. 600 μL of the upper polar phase (methanol/water) and 100 μL of the lower non-polar phase (chloroform) were transferred in to separate clean 2 mL centrifuge tubes and dried by centrifugal vacuum evaporation for 6 h. Samples were stored at −80 °C until analysis.

#### UHPLC-MS

All samples were analysed applying an UltiMate U3000 RSLC UHPLC system coupled to an electrospray Q-Exactive mass spectrometer. The polar phase samples were analysed applying HILIC-MS after being reconstituted in 100 μL of solvent (95/5 acetonitrile/water) and the non-polar phase samples were analysed applying reversed phase C_18_-MS after being reconstituted in 100 μL of solvent (50/50 water/methanol). After reconstitution, 20 µL of each samples was pooled in to a QC sample to quantify technical reproducibility.

#### HILIC-MS

A Accucore 150-Amide HILIC UHPLC column (100 mm × 2.1 mm 2.6 µm, Thermo-Fisher Ltd., UK) was applied. A gradient elution applied two mobile phases (A- 95% acetonitrile in water +5 mM Ammonium Formate at pH 3; B- water +5 mM Ammonium Formate at pH 3) as follows: start (95%A) and operates as follows: 0 to 1 min. A is constant at 95%; from 1 to 12 min. B increases from 5 to 45%; from 12 to 15 min. B is kept constant at 45%; from 15 to 16 min. A increases from 55% to 95%; from 16 to 21 min. 5 µL of sample was injected and the mass spectrometer conditions were spray voltage (3.5 kV (ESI−) and +4.5 kV (ESI+)), sheath gas 40; aux gas 15; sweep gas 0, S lens 100; Resolution 35,000 (FWHM, m/z 200), capillary temperature 300 °C; ESI heater temperature 300 °C. All samples were analysed applying positive-negative ion mode switching with data collected in the m/z range 100–1000. All samples were stored in the autosampler at 4 °C. Ten QC samples were analysed at the start of the analysis followed by a QC sample after every 6^th^ biological sample and two QC samples at the end of the analytical run. Biological samples were randomised across the analytical batch.

Solvent A is constituted by acetonitrile 95% + Ammonium Formate 5 mM at pH 3 and solvent B is constituted by H_2_O+ Ammonium Formate 5 mM at pH 3. The gradient elution conditions are: from 0 to 1 min. A is constant at 95%; from 1 to 12 min. B increases from 5 to 45%; from 12 to 15 min. B is kept constant at 45%; from 15 to 16 min. A increases from 55% to 95%; from 16 to 21 min. A is constant at 95%.

Reversed phase C_18_-MS: A Hypersil Gold UHPLC C_18_ column (100 mm × 2.1 mm 1.9 µm, Thermo-Fisher Ltd.) was applied. A gradient elution applied two mobile phases (A-99.9/0.1 water/formic acid; B-99.9/0.1 methanol/formic acid) as follows: start (95%A) for 2 minutes, linear ramp to 95%B over 7 min, hold for 3 min, step return to 95%A and hold for 3 min. 5 µL of sample was injected and the mass spectrometer conditions were spray voltage (−3.5 kV (ESI−) and +4.5 kV (ESI+)), sheath gas 40; aux gas 15; sweep gas 0, S lens 100; resolution 35,000 (FWHM, m/z 200), capillary temperature 300 °C; ESI heater temperature 300 °C. All samples were analysed applying positive-negative ion mode switching with data collected in the m/z range 100–1000. All samples were stored at 4 °C. Ten QC samples were analysed at the start of the analysis followed by a QC sample after every 6^th^ biological sample and two QC samples at the end of the analytical run. Biological samples were randomised across the analytical batch.

#### Data processing and statistical analysis

Raw data (.RAW) were converted to mzML files applying ProteoWizard followed by data processing applying XCMS software as described previously^53^. Data were exported as a data matrix of metabolite feature (m/z-retention time pair) vs. sample with associated chromatographic peak areas for a detected metabolite. Each metabolite feature with a relative standard deviation calculated for QC samples greater than 20% and not detected in greater than 70% of samples were removed prior to univariate and multivariate data analysis as described previously^54^. All metabolite features were annotated according to level 2 of the MSI reporting standards^55^ applying PUTMEDID_LCMS, as previously described^56^. The processed data were analysed in R applying the unsupervised multivariate principal components analysis (PCA) and the univariate non-parametric Wilcoxon–Mann–Whitney test. Correction for false discovery rate was applied using the Benjamini–Hochberg procedure. The fold change was calculated including 95% confidence limits. Metabolites were manually clustered in to classes defining similar chemical structure or metabolic pathway to identify biologically relevant and robust metabolic changes.

### Weighted Analyte Correlation Network Analysis (WACNA)

To perform an integrated analysis of the transcriptomic and metabolomic data, we generalised Weighted Gene Co-expression Network Analysis. First, missing values in the metabolomics data were imputed using k-nearest neighbours imputation with k = 3. Second, to reduce the dimensionality of the final matrix only the top 20% of data (by variance) for each dataset (metabolomics from positive ion spectroscopy, from negative ion spectroscopy and RNA-Seq) were carried forwards. These data matrices were combined, mean centred and z-scaled. Finally, WGCNA was carried out as described elsewhere^15^. Modules of correlated analytes (metabolites and transcripts) were identified using a measure of topological overlap and each named with a colour for easy reference. For each module, a module eigengene was computed (defined as the first principal component). This eigengene provided an aggregate measure for all the analytes in the module and was used to identify modules of interest (i.e. those that were affected by experimental interventions). Finally, seven modules of interest identified thus were passed into MetaCore (Thompson Reuters) for enrichment analysis and pathway mapping. All analyses prior to MetaCore were conducted in R; code is available on request.

### Statistical analysis

Values are expressed as mean ± SEM. Statistical significance was determined with unpaired two-tailed t-tests or two-way ANOVA with Tukey post hoc test. Significance was considered with a *p* < 0.05.

### Data availability

The RNA-seq data is available at Gene Expression Omnibus (accession number: GSE97718).

## Electronic supplementary material

Supplementary information

Table S1

Table S2

Table S3

Table S4

How the deposited data were processed for this re-analysis (not part of the article)

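RNA sequencing of quadriceps from 16 male mice in 4 groups of 4 (CON-pre, HFD-pre, CON-post and HFD-post) was analysed from the table of expression values that the authors deposited. According to the Methods, the authors prepared stranded mRNA libraries, sequenced them, aligned the reads with TopHat and estimated expression with Cufflinks. The deposited values are FPKM estimated by the authors, which are already scaled for transcript length and library size and are not counts of reads, so no count model was used. The precision of a value is not known from the table, because FPKM carries no depth. The values of genes with at most 0.5 FPKM were compared between libraries to obtain a relative depth. Metabolomics, qPCR, motif enrichment and the supplementary text file are not analysed here, and GO, KEGG and MetaCore annotations are not used here.

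The table held 24487 entries. The 27 entries whose names had been turned into dates were left out (0.0771% of all FPKM), and the FPKM of 260 symbols found in several entries were summed, which left 23970 symbols. Genes with a mean of at least 0.5 FPKM over the 16 libraries were tested, 11256 in all. Of genes with a mean of at least 5 FPKM, 16 were listed at 0 in some library, which can be a failed estimate. Every column of sample values was used (0 were left out). Genes with near-identical or related copies (Hspa1a and Hspa1b, Acot1 and Acot2, Mt1 and Mt2, and the haemoglobins) are uncertain, since Cufflinks could have split their reads. Gene positions are from RefSeq GRCm38.p6, because the loci in Supplementary Table S1 overlapped the genes of that build, while the Methods name mm9 (compared with GENCODE M1).

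Differential expression was tested with limma 3.58.1 in R 4.3.3, with statmod 1.5.0, on log2(FPKM + 0.5), with a mean-variance trend, in 1 fit of all 4 groups without covariates. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. The contrasts were HFD-pre against CON-pre, CON-post against CON-pre, HFD-post against HFD-pre, HFD-post against CON-post and the interaction of diet and exercise. Gene lists were tested with camera (inter-gene correlation 0.01) and fry, both from limma, with adjustment over 57 list tests. Scores of lists and single genes were compared with exact two-sided permutation tests, in which 4 libraries against 4 give a p of at least 0.0286. Score tests were adjusted over 88 tests, and all with the smallest exact p share an adjusted p (0.120), whatever the size of the separation. The 22 score interactions were tested by permutation, with diet labels exchanged within each exercise state. A diet effect present in both states widens the spread of that test, which can then miss an interaction. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The code was tested on simulated data of 11177 genes, of which 196 were changed: 99.0% of these were called, 194 of them in the simulated direction, 12 unchanged genes were called, and an unchanged contrast gave 0 calls.

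The 30 lists were 13 written by hand, 10 taken from figures, tables or the Discussion of the paper, and 7 of tissue markers. The hand lists were fatty acid oxidation, fatty acid synthesis, PPAR targets, AMPK pathway, hypoxia response, slow-fibre and cardiac contraction, fast-fibre, TCA cycle, OXPHOS, extracellular matrix, insulin response, heat shock and circadian clock, and the marker lists were adipocyte, blood and marrow, bone and cartilage, tendon, skin, macrophage and liver. They were written before the data were examined but after Supplementary Table S1 had been read, which lists genes the study picked from these libraries. Of the genes tested in each list, Table S1 holds 16 of 26 in fatty acid oxidation, 7 of 14 in fatty acid synthesis, 27 of 33 in PPAR targets, 21 of 53 in AMPK pathway, 12 of 25 in hypoxia response, 11 of 14 in slow-fibre, 2 of 14 in fast-fibre, 1 of 19 in TCA cycle, 3 of 84 in OXPHOS, 15 of 38 in extracellular matrix, 15 of 33 in insulin response, 9 of 22 in heat shock and 8 of 18 in circadian clock. The lists share genes with each other.

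The tests, the groups fitted together, the gene filter and the 15 processing alternatives with 16 leave-one-out fits were chosen before the data were examined. The alternatives were a pseudocount of 0.1 or 1, no filter, a mean of at least 1 FPKM, upper-quartile, median-of-ratios and quantile scaling, fitting only the 2 groups compared, no mean-variance trend, array weights, a replicate block, an adipocyte marker score as a covariate, a threshold of an adjusted p under 0.1 or an unadjusted p under 0.05, and fry in place of camera. An alternative without symbols found in several entries and a slow-fibre score as a covariate were added after the data had been seen. The genes named are those the text or a figure of the paper names beside a claim and, for each contrast, the 3 largest rises and the 3 largest falls among DEG whose groups do not overlap. Aacs was singled out after its values were seen. The values of 1 gene are not reported here.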

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

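The score interactions, the list interactions among other groupings of the libraries the test of bone and marrow and the test of Lep and Cfd were chosen only after the results were seen.

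In 224 groups of 4 libraries (named genes and list scores), 9 held a library whose gap to its nearest neighbour, divided by the range of the group, was past Dixon's critical value, and chance gives 11.2. HFD-post replicate 1 accounted for 3 of them and HFD-post replicate 3 for 2. The number of such groups is therefore not above what chance gives. No sequencing batch is named in the labels or the Methods, and no biological explanation was tested for single libraries.

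For named genes, the gap was 0.921 of the range for Ppargc1a in HFD-pre (replicate 4 lowest, 4.18 FPKM against 4.84 to 4.90), 0.877 for Mef2c in HFD-post (replicate 3 lowest, 82.0 against 92.9 to 94.6), 0.855 for Rab15 in HFD-post (replicate 1 highest, 4.08 against 2.06 to 2.29) and 0.865 for Npr3 in CON-post (replicate 3 lowest, 0.732 against 0.926 to 0.959). The 3 other libraries of these groups lay close together, which enlarges the gap. The exercise calls of Ppargc1a and the diet call of Npr3 held in each of 28 alternatives, the fits without these libraries included. Mef2c was not a DEG in HFD-post in any of the 28.

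For scores of lists, the gap was 0.868 for blood and marrow markers in CON-pre (replicate 3 highest, 1.25 against -0.58 to -0.34), 0.900 for skin markers in CON-post (replicate 1 highest, 1.17 against -0.30 to -0.15), 0.961 for skin markers in HFD-post (replicate 3 highest, 2.05 against -0.62 to -0.51), 0.853 for liver markers in HFD-post (replicate 1 highest, 1.66 against -0.73 to -0.38) and 0.860 for the insulin response list in HFD-post (replicate 1 lowest, 0.03 against 0.13 to 0.14). Markers high in these libraries were Hbb-bt (127 FPKM in CON-pre replicate 3, against 44.9 to 70.0 in the others of the group), S100a8 (29.6 FPKM in CON-pre replicate 3), Krt14 (9.98 FPKM in CON-post replicate 1), Krt10 (9.11 FPKM in HFD-post replicate 3) and Alb (13.2 FPKM in HFD-post replicate 1), against between 10052 and 14319 FPKM of the muscle gene Ckm. RNA of neighbouring tissue in single libraries is a candidate explanation. Fragments of bone, cartilage or marrow in a few libraries would raise both lists of these tissues in the same library. The library with the highest blood and marrow score also had the highest bone and cartilage score in 2 of the 4 groups (CON-pre and HFD-pre), which leaves this open. It was not tested for skin and liver.

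The response to exercise differed between diets in 4 lists when the interaction was tested with camera. The median interaction was -0.088 for extracellular matrix (25 of 38 genes negative, camera adjusted p = 0.0313), -0.23 for heat shock (19 of 22 negative, adjusted p = 2.10e-07), 1.58 for bone and cartilage markers (7 of 7 positive, adjusted p = 0.00423) and 1.07 for liver markers (8 of 8 positive, adjusted p = 0.0390). Under fry none had an adjusted p under 0.05 (between 0.597 and 0.973). No gene of these lists was a DEG of the interaction, and 0, 2, 0 and 0 had an unadjusted p under 0.05. With the library as the unit, the exact permutation p of the score interaction was 0.739 for extracellular matrix, 0.173 for heat shock, 0.191 for bone and cartilage and 0.286 for liver (adjusted p = 0.938 for each). Genes of a list that vary together between libraries may therefore account for these interactions. Of 100 groupings of the libraries, 42 gave as small a camera p for extracellular matrix, 40 for liver and 18 for bone and cartilage, but 2 for heat shock. The extracellular matrix interaction changed direction without CON-pre replicate 2 (0.017), CON-post replicate 2 (0.077), CON-post replicate 3 (0.028) or HFD-post replicate 3 (0.0068), the bone interaction was 1.01 without CON-pre replicate 3 (camera adjusted p = 0.0709), and the liver interaction was 0.45 without HFD-post replicate 1 (0.681). The heat shock interaction kept its direction in each fit that left out a library (-0.34 to -0.16). A weaker heat shock response in HFD mice stays open, as does chance variation shared by its genes. Hspa1a and Hspa1b are near-identical, so their split is uncertain.

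Several of the genes with the largest changes are not named by the paper beside a claim. BC048679 was higher in HFD-pre (log2 fold change 1.89) and in HFD-post (2.08), and Cfd was lower in HFD-pre (-1.97) and in HFD-post (-1.58), each against CON at the same time. With exercise, Hoxa4 (-0.89), Ddit4l (-0.87) and 6430571L13Rik (-0.81) fell in CON-post, and Hoxd8, Igfbp5 and Nrep (-0.68 each) fell in HFD-post. The calls of BC048679, of Cfd before exercise and of Ddit4l held in each of 28 alternatives, while the others were lost in some: Cfd after exercise in 7, Hoxa4 in 8, 6430571L13Rik in 4, Hoxd8 in 16, Igfbp5 in 12 and Nrep in 11. A different amount of adipocyte RNA was tested for Cfd, since it is an adipocyte marker. The other 14 adipocyte markers had a median of 0.103 in HFD-pre, with 11 higher, which argues against less adipocyte RNA as the cause of the fall of Cfd and against more of it as the whole cause of the rise of Lep. An effect of diet on these genes in adipocytes or in muscle stays open as a hypothesis. For the Hox genes, Igfbp5, Nrep, Ddit4l and 6430571L13Rik no explanation was tested.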

How the results depend on the processing

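The alternative without symbols found in several entries, the slow-fibre covariate and the groupings of the libraries for lists and for the interaction were tests chosen only after the results were seen.

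Most values kept their direction and their side of the threshold. Over the processing alternatives, 139 counts and shares were classed as kept and 39 as moved. For shares these classes do not follow a fixed ratio. At an unadjusted p the share regulated in HFD only went from 5.88 to 18.1% and was classed as kept. With the replicate block the share of CON-post DEG not called in HFD-post went from 66.4 to 75% and was classed as moved. For the 157 genes named by the rule, in all 5 comparisons, 8919 values kept their call, 155 were weaker, 59 stronger and 120 reversed, and with 1 library left out 11853 kept theirs, 279 were weaker, 64 stronger and 364 reversed. None of the reversed values belonged to a gene that was a DEG in that comparison. The single genes given below come from a smaller set of genes and comparisons, which was narrowed after some reversals had been seen (0 and 2 reversed). For lists 700 kept theirs, 34 were weaker, 1 was stronger, 5 were reversed and 6 without a test moved. For scores 64 kept theirs, 3 were weaker and 5 reversed. With 1 library left out, 148 counts and shares were classed as kept and 44 as moved, again without a fixed ratio for shares. Of the list values 907 kept their call, 32 were weaker, 5 stronger, 13 reversed and 3 moved. Of the score values 40 were reversed and 536 were not. The direction of the fatty acid oxidation list (0.34 to 0.42), the synthesis list (-0.54 to -0.34) and the PPAR list before exercise (0.50 to 0.56) held in every fit that left out a library. Comparing whole reads was not run, because the FPKM steps depend on gene length. Unless said otherwise, the cause of a change was not tested.

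The threshold changed the counts by its construction. At an adjusted p under 0.1 there were 62 DEG in HFD-pre, 208 in CON-post, 93 in HFD-post and 30 between HFD-post and CON-post, with 2 reverted genes. With an unadjusted p under 0.05 there were 929, 1253, 1320 and 708, with 356 interactions. The share of CON-post-only DEG also called in HFD-pre was then 20.8%, the share of CON-post DEG with an interaction call 13.3%, and 162 genes were reverted.

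The gene filter and the pseudocount changed some counts. With no filter, more genes were tested and HFD-post had 37 DEG. The share of CON-post DEG not called in HFD-post was then 76.9%, the shares of post-exercise DEG regulated in CON only and in HFD only were both 0%, and 0 genes were reverted. With a mean of at least 1 FPKM, or with a pseudocount of 1, 2 genes were reverted. With a pseudocount of 0.1 the median of the Fig. 2C biosynthetic genes was -0.86.

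Scaling changed the up- and down-regulated shares given beside the DEG. Under upper-quartile, median-of-ratios and quantile scaling, the share of post-exercise DEG regulated in CON only was 0% and 2 genes were reverted. Under upper-quartile scaling the median of the green module transcripts in HFD-post was 0.19, and the green score there rose by 0.34 (exact permutation p = 0.0571). The following scores changed direction under upper-quartile scaling: brown in CON-post (-0.054) and in HFD-post (-0.12), green in HFD-pre (0.085), tendon in CON-post (-0.011) and macrophage in CON-post (-0.017). The fall of the liver score in CON-post had an exact permutation p of 0.0571 under upper-quartile scaling and with a pseudocount of 0.1. With quantile normalization the AMPK list in HFD-pre (0.011) and the circadian clock list in HFD-post (-0.0073) changed direction. The fast-fibre list was -0.016 (camera adjusted p = 0.839), the OXPHOS list 0.038 (0.269) and the extracellular matrix interaction -0.12 (0.0683), while the brown transcripts in CON-post had a median of -0.023 and the green in HFD-post of 0.19.

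The model changed some calls. With only the 2 groups compared, fewer libraries estimated the spread, and CON-post had 72 DEG, HFD-post against CON-post 2. The share of CON-post-only DEG also called in HFD-pre was then 1.92%, the shares regulated in CON only and in HFD only were 0%, 0 genes were reverted, and the extracellular matrix list in HFD-post (-0.058) had a camera adjusted p of 0.0253. Without the mean-variance trend the share regulated in CON only was 0%. With array weights HFD-pre had 63 DEG, the OXPHOS list changed direction (-0.0049) and the extracellular matrix interaction was -0.048 (camera adjusted p = 0.0681). Under fry the medians are the same by construction and the adjusted p was over 0.05 for hypoxia (0.033, adjusted p = 0.403), fast-fibre (-0.18, 0.135), TCA cycle (0.092, 0.403), OXPHOS (0.022, 0.973), the extracellular matrix interaction (-0.088, 0.973), heat shock in CON-post (0.24, 0.0546) and the heat shock interaction (-0.23, 0.597).

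With the adipocyte marker score as a covariate, HFD-post had 24 DEG. The share of CON-post DEG not called in HFD-post was 83.2%, and 0 genes were reverted. The AMPK list in HFD-post was 0.093 (camera adjusted p = 0.0811), the Fig. 4C genes were 0.078 in HFD-post and -0.10 between HFD-post and CON-post, and the adipocyte markers changed direction before (-0.071) and after exercise (-0.10), as the covariate is made from them. Without symbols found in several entries, the counts were 39 in HFD-pre, 129 in CON-post, 61 in HFD-post and 17 between HFD-post and CON-post.

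The replicate numbers do not pair the libraries. The correlation of deviations from the group means between libraries of the same number ranged from -0.22 to 0.21 (median -0.02, 5 of 24 pairs over 0.1) and between libraries of different number from -0.22 to 0.21 (median 0.02). With the replicate block the counts of DEG were 32 in HFD-pre, 116 in CON-post, 42 in HFD-post and 17 between HFD-post and CON-post. The share of CON-post DEG not called in HFD-post was 75%, and the share of post-exercise DEG regulated in CON only was 0%.

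Leaving out 1 library moved the counts as follows, each from the lowest to the highest of 16 fits. HFD-pre had 21 (without CON-pre replicate 1) to 44 DEG, HFD-post 21 (without HFD-pre replicate 2) to 78 (without CON-pre replicate 4), and HFD-post against CON-post 5 (without CON-post replicate 2) to 16. The interaction had 0 to 1 (without CON-post replicate 4). The share of CON-post DEG not called in HFD-post was 60.2 to 87.0%, that of CON-post-only DEG also called in HFD-pre 2.22 to 13.4%, those of post-exercise DEG regulated in CON only and in HFD only 0 to 20%, and 0 to 2 genes were reverted. CON-post had 88 to 187 DEG.

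For lists, the medians ranged as follows over the same fits. AMPK in HFD-post was 0.094 to 0.17 (camera adjusted p 0.00732 to 0.0878), slow-fibre -0.77 (without CON-pre replicate 1) to -0.25 (0.0351 to 0.985) and OXPHOS -0.035 (without CON-pre replicate 2) to 0.058. Extracellular matrix was -0.12 to 0.14 (without CON-post replicate 1) in CON-post, -0.14 (without HFD-post replicate 2) to 0.060 (without HFD-pre replicate 4) in HFD-post, and -0.24 to 0.077 (without CON-post replicate 2) in the interaction. Heat shock in HFD-post was 0.048 to 0.15 and had an adjusted p of 0.0181 without HFD-pre replicate 1 and of 0.0147 without HFD-post replicate 3. The clock list in CON-post was -0.11 to 0.020 (without CON-pre replicate 4). The Fig. 4C genes were 0.22 (without HFD-post replicate 4) to 0.54 in HFD-post and 0.11 (without HFD-post replicate 4) to 0.48 in the interaction, and the green transcripts in HFD-post 0.16 to 0.26.

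For single genes, Trp63 in HFD-post was -0.0050 (without HFD-post replicate 3) to 0.39 and the Egr1 interaction -0.52 to 0.081 (without HFD-post replicate 1). The brown score after exercise differed between diets by -0.30 to 0.095 (without HFD-post replicate 1), the green score before exercise by -0.036 to 0.0027 (without CON-pre replicate 3) and after exercise by -0.16 to 0.076 (without HFD-post replicate 1).

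Of 28 differences in marker scores, 14 changed direction in some fit that left out 1 library and 14 did not, among them all 4 of the adipocyte score (from 0.0016 in CON-post without CON-pre replicate 3 to 0.68 between HFD-post and CON-post), those of skin (-0.68 to -0.58) and macrophage (-0.53 to -0.36) in HFD-pre and that of liver in CON-post (-1.75 to -1.01). Those that changed were as follows. Blood and marrow was -0.013 (without HFD-pre replicate 4) to 0.72 in HFD-pre, -0.56 to 0.054 (without CON-pre replicate 3) in CON-post, -0.73 (without HFD-post replicate 2) to 0.40 (without HFD-post replicate 3) in HFD-post, and -0.063 (without HFD-post replicate 2) to 1.07 between HFD-post and CON-post. Bone and cartilage in HFD-pre was -0.59 (without HFD-pre replicate 4) to 0.41 (without CON-pre replicate 3). Tendon was -0.045 (without HFD-pre replicate 4) to 0.25 in HFD-pre and -0.15 to 0.16 in CON-post. Skin was -0.46 (without CON-post replicate 1) to 0.029 in CON-post, -0.14 (without HFD-post replicate 3) to 0.75 in HFD-post and -0.66 (without HFD-post replicate 3) to 0.34 (without CON-post replicate 1) between HFD-post and CON-post. Macrophage was -0.25 (without CON-post replicate 2) to 0.28 (without CON-post replicate 1) in CON-post and -0.094 to 0.19 in HFD-post. Liver was -0.70 (without HFD-pre replicate 4) to 0.16 in HFD-pre and -0.86 (without HFD-post replicate 1) to 0.15 in HFD-post.

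The depth of each library is not known, so counting noise cannot be given for genes whose lowest group mean is below 1 FPKM, such as Lep, Rab15, Klf5, Egr1, Aacs and Npr3. Their fold changes depend on the pseudocount.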

Differences from the paper's values

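The values below are set beside the paper's, under 30 alternatives for counts and 28 for fold changes, all set before the data were examined.

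The numbers of DEG were lower here than in the paper. In HFD-pre 27 genes were up-regulated against the paper's 119 (13 to 281 over the alternatives), and 12 were down-regulated against the paper's 93 (6 to 648). In CON-post 109 were up-regulated against the paper's 292 (67 to 690) and 16 down-regulated against the paper's 109 (5 to 563). In HFD-post 55 were up-regulated against the paper's 208 (18 to 957) and 6 down-regulated against the paper's 115 (2 to 363). Between HFD-post and CON-post 17 genes were DEG against the paper's 234 (2 to 708). For none of these counts did an alternative fall within 1.5 times the paper's value.

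Of the DEG between HFD-post and CON-post, 0% were DEG of exercise in both diets against the paper's 16%. No alternative came within 1.5 times the paper's value (highest 10.3%, at an unadjusted p). DEG of exercise in HFD only made up 5.88% against the paper's 13%. This share came within 1.5 times the paper's value in 6 alternatives and not in the others. The 6 were the replicate block, the fits without CON-post replicate 1, CON-post replicate 3, HFD-post replicate 1 or HFD-post replicate 4, and an unadjusted p.

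The levels printed in Supplementary Table S1 are not those of the deposited table: over 2050 values of 733 genes, the deposited group mean was a median of 0.622 times the paper's (5th to 95th percentile 0.599 to 0.686), and it was above the paper's for 12 genes. A constant factor cancels in a ratio but not in one taken after a pseudocount is added, and the differences between genes show that the estimates are not the same, so a difference in fold change may come from either. For 10 pairs of gene and comparison the log2 fold change differed from the paper's in Table S1. A difference was counted when it exceeded the SD between mice, pooled over the 2 groups on log2 values. In HFD-pre the log2 fold changes were -0.86 against the paper's -1.43 for Nr4a3, 2.34 against the paper's 3.16 for Lep, 1.61 against the paper's 2.46 for Rab15 and -0.85 against the paper's -1.20 for Aacs. In CON-post they were 1.14 against the paper's 1.49 for Klf5 and 3.03 against the paper's 3.52 for Nr4a3. In HFD-post they were 3.96 against the paper's 4.94 for Nr4a3 and 0.76 against the paper's 1.10 for Aacs. Between HFD-post and CON-post they were 2.74 against the paper's 3.71 for Lep and 1.36 against the paper's 1.79 for Npr3. With a pseudocount of 0.1 all 10 came within that SD of the paper's value. Lep in HFD-pre also did so without CON-pre replicate 4 (2.58), and Klf5 without CON-post replicate 4 (1.26). Nr4a3 in CON-post did so without CON-pre replicate 2, CON-post replicate 2 or CON-post replicate 4. Lep after exercise did so without HFD-post replicate 1 (3.09). With these libraries left out the values still lay below the paper's, and the SD is wide for genes that vary between mice. The other alternatives did not come within it.

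The paper names genes as regulated that were not DEG here. Between HFD-pre and CON-pre these were Pfkfb3 (log2 fold change -0.78), Tbc1d1 (0.41), Ppargc1a (-0.45) and Nr4a3, which no alternative of an adjusted p under 0.05 called, and Mgll (0.52), which upper-quartile, median-of-ratios and quantile scaling called. In CON-post they were Pfkfb3 (-0.80), Tbc1d1 (0.55) and Trp63 (0.65), called by none of these alternatives, and Myc (0.96), called with a pseudocount of 1, with a mean of at least 1 FPKM, with only the groups compared, with array weights and without HFD-pre replicate 2, HFD-pre replicate 4 or HFD-post replicate 4. In HFD-post they were Tbc1d1 (0.50), called by none, Pfkfb3 (-1.11), called with only the groups compared, Egr1 (1.26), called without HFD-post replicate 1, and Jun (0.95), called without CON-pre replicate 4. Between HFD-post and CON-post, Table S1 lists Pfkfb3 (-1.08), Egr1 (-0.74), Ppargc1a (-0.33), Cited2 (-0.57), Dusp10 (-0.65), Trp63 (-0.67), Mgll (0.38) and Jun (-0.37), and no such alternative called them. At an adjusted p under 0.1 Myc in CON-post and Jun in HFD-post were also called. At an unadjusted p under 0.05 every gene of this paragraph was called in the comparisons named, except Ppargc1a and Jun between HFD-post and CON-post. Each of these genes changed in the paper's direction. The paper describes a blunted response of Egr1, Klf5, Cited2, Dusp10 and Trp63 in HFD mice; the interaction of each was negative here and none was a DEG. The copy of Table S1 read here lists 118 up-regulated genes in HFD-pre where the text of the paper gives 119.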

Other observations

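Apart from the groupings of the libraries for the numbers of DEG in the 4 comparisons of groups, the tests of adipose tissue in HFD-post, of the spread and of reverted genes at an adjusted p, the tests below were chosen only after the results were seen, or after Supplementary Table S1 had been read.

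Other groupings of the same libraries were counted, each into 4 and 4 with a refit on the 8 libraries. Of 35 groupings, 1 (the real one) gave as many DEG for HFD-pre against CON-pre (32 DEG, at most 19 in the others), 1 for CON-post against CON-pre (72, at most 3) and 1 for HFD-post against HFD-pre (41, at most 3). For HFD-post against CON-post, 2 of 35 gave as many (2 DEG, up to 4 in another), so this count is not above what other groupings give. For the interaction 0 DEG were observed (356 genes at an unadjusted p under 0.05). Each of the 100 groupings gives at least 0 by construction, so this count decides nothing. The largest count in a grouping was 27.

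For lists before exercise, the number of the 35 groupings with as small a camera p was 1 for fatty acid oxidation, 1 for fatty acid synthesis, 1 for PPAR targets, 1 for hypoxia response, 2 for TCA cycle, 2 for fast-fibre, 8 for AMPK, 13 for OXPHOS and 30 for slow-fibre. In CON-post it was 1 for PPAR targets, 2 for heat shock, 7 for AMPK, 27 for extracellular matrix and 32 for circadian clock. In HFD-post it was 2 for insulin response, 3 for AMPK, 16 for extracellular matrix, 17 for heat shock and 35 for circadian clock, and 92 of 100 groupings gave as small a p for the circadian clock interaction. Only a count of 1 lies under a share of 0.05, so the camera calls of TCA cycle, fast-fibre, OXPHOS, heat shock in CON-post, insulin response and AMPK in HFD-post were also reached by other groupings.

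The heat shock list rose in CON-post, with 19 of 22 genes higher, a median log2 fold change of 0.24 and 5 DEG (10 when adjusted over the list alone; camera adjusted p = 9.07e-10, fry adjusted p = 0.0546). Its score rose by 0.56 in CON (exact permutation p = 0.0286, adjusted p = 0.120) and by 0.27 in HFD (exact p = 0.143). In HFD-post 16 of 22 genes were higher, with a median of 0.08, no DEG and 3 genes over the list alone (7 at an unadjusted p under 0.05; camera adjusted p = 0.0970). Hspa1b (log2 fold change 2.79, adjusted p = 0.00253) and Hspa1a (2.60, adjusted p = 0.00353) rose most in CON-post and are near-identical. The circadian clock list had a median of -0.08 in CON-post (1 DEG, Nfil3; 2 over the list alone), 0.07 in HFD-post (no DEG, 4 over the list alone, 7 at an unadjusted p under 0.05) and 0.05 in the interaction (no DEG and none over the list alone, 1 at an unadjusted p under 0.05), with camera adjusted p of 0.917, 0.896 and 0.917. The median in CON-post was 0.020 without CON-pre replicate 4.

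Fatty acid oxidation genes were higher in HFD-pre, and adipocyte RNA in the HFD samples was tested as an explanation. The median log2 fold change of Adipoq, Plin1, Cfd and Retn was -0.39 in HFD-pre (3 of 4 lower), although Cfd was known to fall from Table S1. The wider list of 16 adipocyte markers (8 of them in Table S1) went slightly the other way, with 12 higher, a median of 0.10 and 2 DEG (camera adjusted p = 0.0142, fry adjusted p = 0.770; 10 of 35 groupings gave as small a p), and its adjusted p was over 0.05 without CON-pre replicate 3, HFD-pre replicate 1 or HFD-pre replicate 3 (up to 0.0911). With the adipocyte score as a covariate the oxidation list was at 0.41, so these values argue against adipocyte RNA as the whole cause. A larger share of slow oxidative fibres was also tested. All 6 slow-fibre genes were lower in HFD-pre (median -0.64), and with the slow-fibre score as a covariate the oxidation list was at 0.41 (adjusted p = 6.72e-41). A response of fatty acid oxidation genes to the diet within muscle fibres stays open as a hypothesis, with 16 of its 26 genes already in Table S1.

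In HFD-post the adipocyte markers may reflect adipose tissue dissected with the muscle in a few libraries. Of the HFD-post libraries, 2 had an adipocyte score above every HFD-pre library and 1 below every one. Adipoq was 34.8 and 45.4 FPKM in HFD-post replicates 2 and 4 and 13.2 and 19.5 in replicates 1 and 3, and Fabp4 was 493 and 495 against 282 and 334. Against CON-post, 12 of 16 markers were higher, with a median of 0.40 (camera adjusted p = 2.91e-05, fry adjusted p = 0.403), and 7 of 35 groupings gave as small a p. The median was 0.20 without HFD-post replicate 4. A change of adipocytes within the muscle by diet and exercise was not tested separately.

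Fragments of bone, cartilage or marrow in a few libraries are a candidate explanation for the genes of these tissues in the lists of the paper. They would raise the blood and marrow markers and the bone and cartilage markers in the same library. The library with the highest blood and marrow score also had the highest bone and cartilage score in 2 of the 4 groups (CON-pre replicate 3 and HFD-pre replicate 4), and in CON-post and HFD-post it did not. Fragments and separate variation of these genes cannot be told apart, because 4 groups are too few to decide, and 0 of the 19 markers were DEG. S100a8 was 29.6 FPKM in CON-pre replicate 3, 42.0 in HFD-pre replicate 4 and 62.8 in HFD-post replicate 2, and Cytl1 was 16.8 in CON-pre replicate 3 and 21.6 in HFD-post replicate 4. Of the markers tested, 7 of 7 bone and cartilage and 4 of 12 blood and marrow genes are in Table S1. Between HFD-post and CON-post, bone and cartilage markers had a median of 1.21 (7 of 7 higher, camera adjusted p = 1.06e-04, fry adjusted p = 0.403, 3 of 35 groupings), which was 0.68 without HFD-post replicate 4. Blood and marrow markers had a median of 0.54 (12 of 12 higher, camera adjusted p = 0.0370, fry 0.736, 18 of 35), which was 0.0048 without HFD-post replicate 2. Tendon markers (1 of 8 in Table S1) had a median of 0.25 (8 of 8 higher, camera adjusted p = 0.0313, fry 0.689, 11 of 35 groupings), which was 0.071 without CON-post replicate 4.

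Skin markers (5 of 7 in Table S1) were lower in HFD-pre for 6 of 7 genes, with a median of -0.57 (camera adjusted p = 0.0795), and their score fell by 0.63 (exact permutation p = 0.0286, adjusted p = 0.120). Krt14 was 0.465 to 3.01 FPKM in CON-pre and listed at 0 in HFD-pre. Liver markers (1 of 8 in Table S1) were lower in CON-post for 7 of 8 genes, with a median of -1.44 (camera adjusted p = 0.00188, fry adjusted p = 0.403, 2 of 35 groupings), and their score fell by 1.34 (exact p = 0.0286, adjusted p = 0.120). Between HFD-post and CON-post 7 of 8 liver markers were higher, with a median of 0.84 (camera adjusted p = 0.0423, fry 0.694, 16 of 35 groupings), which was 0.17 without HFD-post replicate 1. Alb was 13.5 FPKM in CON-pre replicate 1 and 0.238 in CON-pre replicate 4.

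Macrophage markers (12 of 18 in Table S1) were lower in HFD-pre for 17 of 18 genes, with a median of -0.37 (camera adjusted p = 0.00108, fry adjusted p = 0.597, 1 of 35 groupings). In HFD-post against CON-post 17 of 18 were lower, with a median of -0.36 (camera adjusted p = 5.69e-07, fry 0.566, 7 of 35). With 1 library left out the latter median ranged from -0.62 (without CON-post replicate 1) to -0.13 (without CON-post replicate 2). Less macrophage RNA in the HFD samples was tested with 19 other macrophage genes, none of them in Table S1, which were written down after the first result was seen. All 19 were lower in HFD-pre, with a median of -0.24, and 16 were lower in HFD-post (-0.26). With the library as the unit, the score of the 18 markers differed by -0.46 in HFD-pre (exact permutation p = 0.0286, adjusted p = 0.120) and by -0.47 in HFD-post (exact p = 0.257), and that of the 19 other genes by -0.26 (exact permutation p = 0.2) and by -0.22 (exact p = 0.514). Fewer macrophages and chance variation shared by macrophage genes cannot be told apart, because the genes of a list vary together and only 4 libraries per group bear on the score.

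Fewer exercise DEG were found in HFD than in CON mice at an adjusted p under 0.05 (61 and 125), but at an unadjusted p there were more (1320 and 1253), and more genes did not overlap between the groups (767 and 655, where chance gives 2.86%). The lower number therefore holds for the adjusted threshold. A larger spread between the HFD libraries was tested: the median SD of the CON-post DEG was 0.183 in HFD and 0.212 in CON, so the spread was not larger. In the fit both exercise comparisons also share a standard error for each gene (for Nr4a3 0.26 in each). A larger spread in HFD mice alone could therefore not give them larger standard errors. The numbers of DEG differ through the estimated fold changes and the adjustment made on them. The median relative depth was lower in HFD (0.819 in HFD-pre and 0.894 in HFD-post, against 0.997 in CON-pre and 0.987 in CON-post). The median SD of all genes tested was 0.165 in HFD and 0.175 in CON, but a spread between mice does not measure the noise of counting. A part played by depth and none cannot be told apart, because read counts are not used here. Of the 83 CON-post DEG not called in HFD-post, 81 changed in the same direction, so a response under the threshold may account for most of them. A smaller response in HFD mice was tested over 435 genes with a mean effect of exercise over both diets (332 rising and 103 falling). Their mean response was 0.569 in CON and 0.479 in HFD, and 62.5% were smaller in HFD (exact permutation p = 0.15 over 4900 permutations). For rising genes p was 0.109 and for falling genes 0.895 (exact permutation). A smaller response in HFD mice and an equal one cannot be told apart with 4 libraries per group.

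The reverted genes were set against simulated data in which exercise had no effect in HFD mice, so that only the shared HFD-pre libraries can give them. At an adjusted p, 0 of 100 draws gave as many as the 1 observed, but such draws hold almost no exercise DEG in HFD by construction, so this does not decide whether shared libraries gave it. With an unadjusted p the answer depends on the form of the simulation, of which a further one was added after the result of the first had been seen: 9 of 100 draws gave as many as the 162 observed with shrunken group means, 84 of 100 with the observed group means, and 0 of 100 with 4 unchanged groups. The shrunken form gave a mean of 1102 and the observed form of 2176 diet calls before exercise, against 929 observed, so both overstate the effect of diet. Shared libraries may therefore account for many of the genes reverted at an unadjusted p. For the share of CON-post-only genes also called in HFD-pre at an adjusted p (8.43%), draws in which only the diet had no effect before exercise gave a mean of 0.0362% and at most 1.30%, but these hold almost no DEG of diet by construction, so this does not decide either. At an unadjusted p (20.8%) the answer depends on the form as well: 36 of 100 draws of 4 unchanged groups gave as large a share (mean 20.3%), and 0 of 100 draws in which only the diet had no effect before exercise (mean 11.0%). Shared CON-pre libraries may therefore account for between a part and all of this share. All these simulations drew genes independently, while genes of real libraries can vary together. Their draws therefore likely vary too little, and the counts of draws are only rough.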
